# Sperm is epigenetically programmed to regulate gene transcription in embryos

**DOI:** 10.1101/gr.201541.115

**Published:** 2016-08

**Authors:** Marta Teperek, Angela Simeone, Vincent Gaggioli, Kei Miyamoto, George E. Allen, Serap Erkek, Taejoon Kwon, Edward M. Marcotte, Philip Zegerman, Charles R. Bradshaw, Antoine H.F.M. Peters, John B. Gurdon, Jerome Jullien

## Abstract

For a long time, it has been assumed that the only role of sperm at fertilization is to introduce the male genome into the egg. Recently, ideas have emerged that the epigenetic state of the sperm nucleus could influence transcription in the embryo. However, conflicting reports have challenged the existence of epigenetic marks on sperm genes, and there are no functional tests supporting the role of sperm epigenetic marking on embryonic gene expression. Here, we show that sperm is epigenetically programmed to regulate embryonic gene expression. By comparing the development of sperm- and spermatid-derived frog embryos, we show that the programming of sperm for successful development relates to its ability to regulate transcription of a set of developmentally important genes. During spermatid maturation into sperm, these genes lose H3K4me2/3 and retain H3K27me3 marks. Experimental removal of these epigenetic marks at fertilization de-regulates gene expression in the resulting embryos in a paternal chromatin-dependent manner. This demonstrates that epigenetic instructions delivered by the sperm at fertilization are required for correct regulation of gene expression in the future embryos. The epigenetic mechanisms of developmental programming revealed here are likely to relate to the mechanisms involved in transgenerational transmission of acquired traits. Understanding how parental experience can influence development of the progeny has broad potential for improving human health.

Embryos obtained by fertilization develop to adulthood more frequently than those obtained by other methods, such as nuclear transfer (Gurdon et al. 1958; Kimura and Yanagimachi 1995), suggesting that sperm is specially programmed to support normal embryonic development. Several hypotheses were proposed to explain the nature of this programming, including the idea that sperm is programmed for efficient replication after fertilization (Lemaitre et al. 2005) or for supporting proper embryonic transcription (Suzuki et al. 2007; Hammoud et al. 2009; Zheng et al. 2012). The latter hypothesis was proposed following the observation that promoters of developmentally important genes escape global replacement of histones by protamines in mature sperm. In fact, these promoters retain post-translationally modified histones, suggesting that epigenetic marks on sperm chromatin may be transmitted to the embryo at fertilization and could subsequently pattern transcription of embryonic genes (Suzuki et al. 2007; Hammoud et al. 2009; Brykczynska et al. 2010; Wu et al. 2011; Paradowska et al. 2012; Zheng et al. 2012; Ihara et al. 2014; Siklenka et al. 2015). However, the validity of this hypothesis was recently questioned (Carone et al. 2014; Samans et al. 2014).

In this work, we compared the developmental potential of sperm to that of spermatids in order to understand the nature of sperm programming for development in *Xenopus laevis*. The use of spermatids, immediate precursors of sperm, suits such comparisons because (1) spermatids have completed meiosis and have the same DNA content as sperm, and (2) spermatid chromatin structure resembles that of somatic cells (Gaucher et al. 2010). Furthermore, in the mouse, embryos derived from injection of spermatids into unfertilized oocytes develop to adulthood less frequently than embryos derived from injection of sperm, suggesting that developmentally important information is acquired during spermatid to sperm maturation (Kimura and Yanagimachi 1995; Kishigami et al. 2004). Here, we demonstrate that sperm is epigenetically programmed to regulate transcription of several developmentally important embryonic genes.

## Results

### Sperm-derived embryos develop better than spermatid-derived embryos

We first compared the development of embryos obtained by transplanting somatic cell nuclei (SCNT) with the development of sperm-derived embryos. To minimize the experimental difference in the way the embryos were generated, both types of embryos were generated by nuclear injection: cloned embryos were obtained by transplanting nuclei of embryonic cells to enucleated eggs (Fig. 1A), and sperm-derived embryos were produced by intra-cytoplasmic injection of sperm (ICSI) to eggs (Fig. 1C). We observed that cloned embryos developed less efficiently to the swimming tadpole stage than sperm-derived embryos (Fig. 1B). This illustrates the better developmental potential of sperm over that of a somatic cell. In this experimental set-up, however, the way the embryos are generated is quite different: the maternal genome is present in sperm-derived embryos, whereas it has been removed in the SCNT embryos. In order to better assess the developmental potential of sperm, we aimed to compare embryos produced in the same way. For that purpose, we generated embryos by injecting permeabilized purified sperm or spermatids (Supplemental Fig. S1) to the cytoplasm of unfertilized eggs (ICSI) (Fig. 1C). In that way, both types of embryos are obtained in the same manner, and their development can be compared. The two types of embryos reached the gastrula stage with a similar frequency. However, sperm-derived embryos developed significantly better to the swimming tadpole stage than spermatid-derived ones (*P*-value < 0.05) (Fig. 1D,E). This is in agreement with observations made previously in mouse (Kimura and Yanagimachi 1995; Kishigami et al. 2004). Spermatid-derived embryos and cloned embryos exhibit a similar reduction in developmental potential when compared to sperm-derived embryos (Fig. 1B–E), suggesting that the spermatid is as severely impaired to support development as a somatic cell.

**Figure 1.**
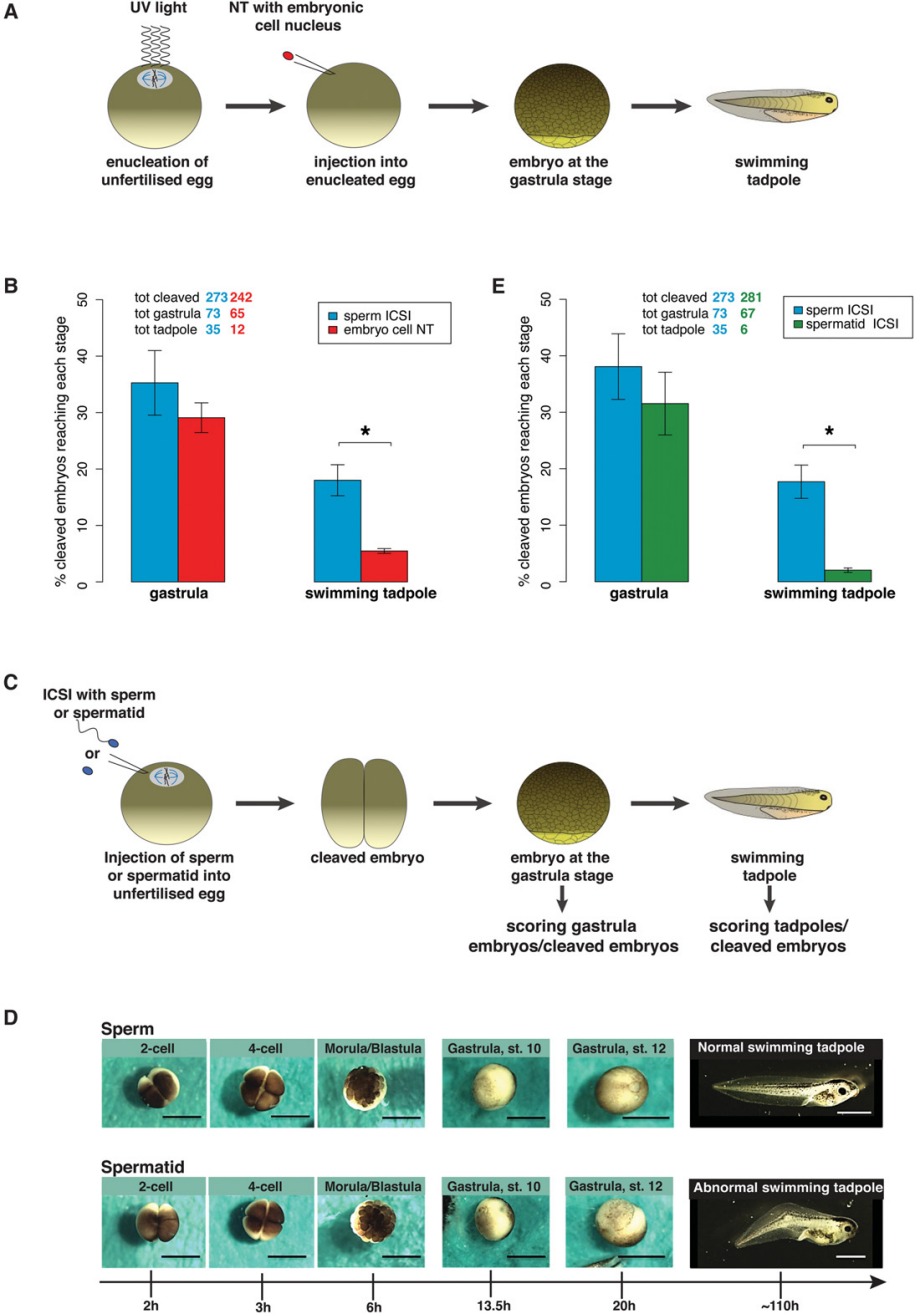
*Xenopus* sperm is better at supporting development than a spermatid or a somatic cell. (*A*) Experimental design for the generation of cloned embryos. The somatic nucleus of a gastrula cell is transplanted to a UV-enucleated egg. The resulting embryos are scored at the gastrulation and tadpole stage. (*B*) Scoring of embryos as % of gastrulae and as % of swimming tadpoles to the total number of cleaved embryos. Average of *n* = 6 independent experiments (sperm ICSI), and *n* = 3 independent experiments (embryo cell NT). The total number of embryos analyzed is shown *above* the graph. Error bars: SEM. (*) *P*-value < 0.05 (χ^2^ test). (*C*) Experimental design for the generation of sperm- and spermatid-derived embryos. Permeabilized sperm or spermatids are injected to the cytoplasm (ICSI) of an unfertilized egg. The resulting embryos are scored at the gastrulation and tadpole stage. (*D*) Representative images of sperm- and spermatid-embryos. Scale bars = 1 mm. (*E*) Scoring of embryos as % of gastrula and as % of swimming tadpoles to the total number of cleaved embryos (average of *n* = 6 independent experiments). The total number of embryos analyzed is shown *above* the graph. Error bars: SEM. (*) *P*-value < 0.05 (χ^2^ test).

In conclusion, embryos can be generated in the same way from sperm or spermatids, and spermatids show reduced developmental potential compared to sperm. Therefore, the comparison of sperm and spermatids was subsequently used to investigate why sperm support better development than other cell types.

### Spermatids replicate their DNA as efficiently as sperm

Since it has been shown that sperm, as opposed to other cells, replicate DNA more efficiently (Lemaitre et al. 2005), we hypothesized that the poor embryonic development of spermatid-derived embryos is due to inefficient DNA replication. Egg extracts from *Xenopus* have been widely used to investigate mechanisms of replication (Hutchison et al. 1989; Lemaitre et al. 2001). By incubating nuclei in egg extracts, one can mimic replication events that occur prior to the first embryonic cell division. We measured DNA replication efficiency in sperm and spermatids incubated in egg extracts (Hutchison et al. 1989) by molecular combing analysis (Gaggioli et al. 2013). In this assay, the egg extract is supplemented with modified nucleotide precursors that will be incorporated into replicating DNA (Fig. 2A). Following replication, DNA is stretched on a slide, and both the total (green) and replicated (red) DNA fibers are fluorescently labeled (Fig. 2B). By measuring the extent of replication on several hundreds of DNA fibers, we observed equally efficient DNA replication in both sperm and spermatids (Fig. 2C). We concluded from this analysis that the nature of sperm programming is not related to replication. We then tested whether spermatid-derived embryos are capable of correctly initiating embryonic transcription.

**Figure 2.**
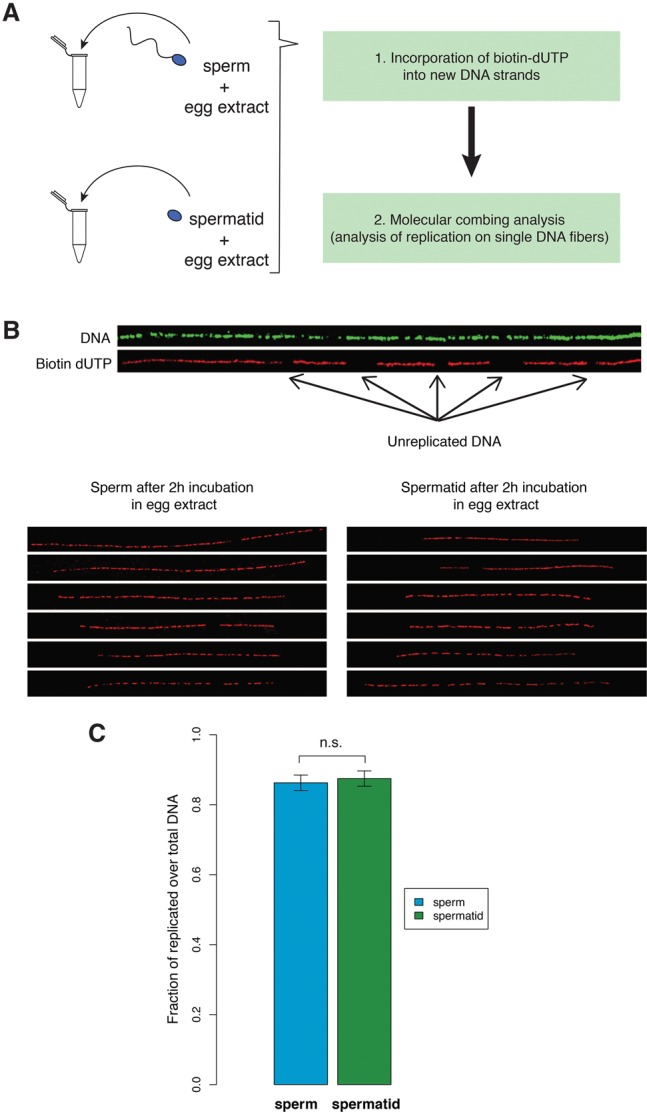
Spermatids are as good as sperm at DNA replication. (*A*) Sperm and spermatids are separately incubated with egg extracts supplemented with biotin-dUTP. Subsequently, DNA fibers are isolated and subjected to molecular combing, which reveals replication on single DNA fibers. (*B*) Examples of DNA fibers after immunostaining procedure. Antibody staining against DNA reveals the total length of the fiber (green) and antibody staining against biotin reveals the replicated DNA (red). The *bottom* panels show representative examples of replication staining from sperm and from spermatids incubated in egg extracts. (*C*) Replication extent measured as the proportion of DNA that incorporated biotin-dUTP to the total fiber length. Results are from at least 125 independent DNA fibers (22,000 kb of DNA for each sample). Error bars: SEM. Samples were not significantly different (*P*-value = 0.41, KS-test).

### Haploid sperm-derived embryos develop better than haploid spermatid-derived embryos

To rigorously assess the developmental potential and transcriptional ability of sperm and spermatids, and to eliminate the risk of any potential interference from the maternal nucleus, we used haploid, paternally derived embryos generated by injection of permeabilized sperm or spermatids into enucleated eggs (Fig. 3A; Supplemental Fig. S2; Narbonne et al. 2011). We first confirmed that haploid, sperm-derived embryos developed significantly better to the swimming tadpole stage than haploid, spermatid-derived embryos (*P*-value < 0.05) (Fig. 3B), recapitulating the results from diploid embryos (Fig. 1E). Previous mammalian experiments comparing developmental potential of sperm and spermatids used diploid biparental embryos (Kimura and Yanagimachi 1995; Kishigami et al. 2004). Our results with paternal haploid embryos directly demonstrate that the sperm nucleus supports better development than the spermatid nucleus, with or without the maternal genome. Furthermore, this experimental set-up allows a specific assessment of transcription originating exclusively from sperm- or spermatid-derived chromatin at the time of embryonic gene activation.

**Figure 3.**
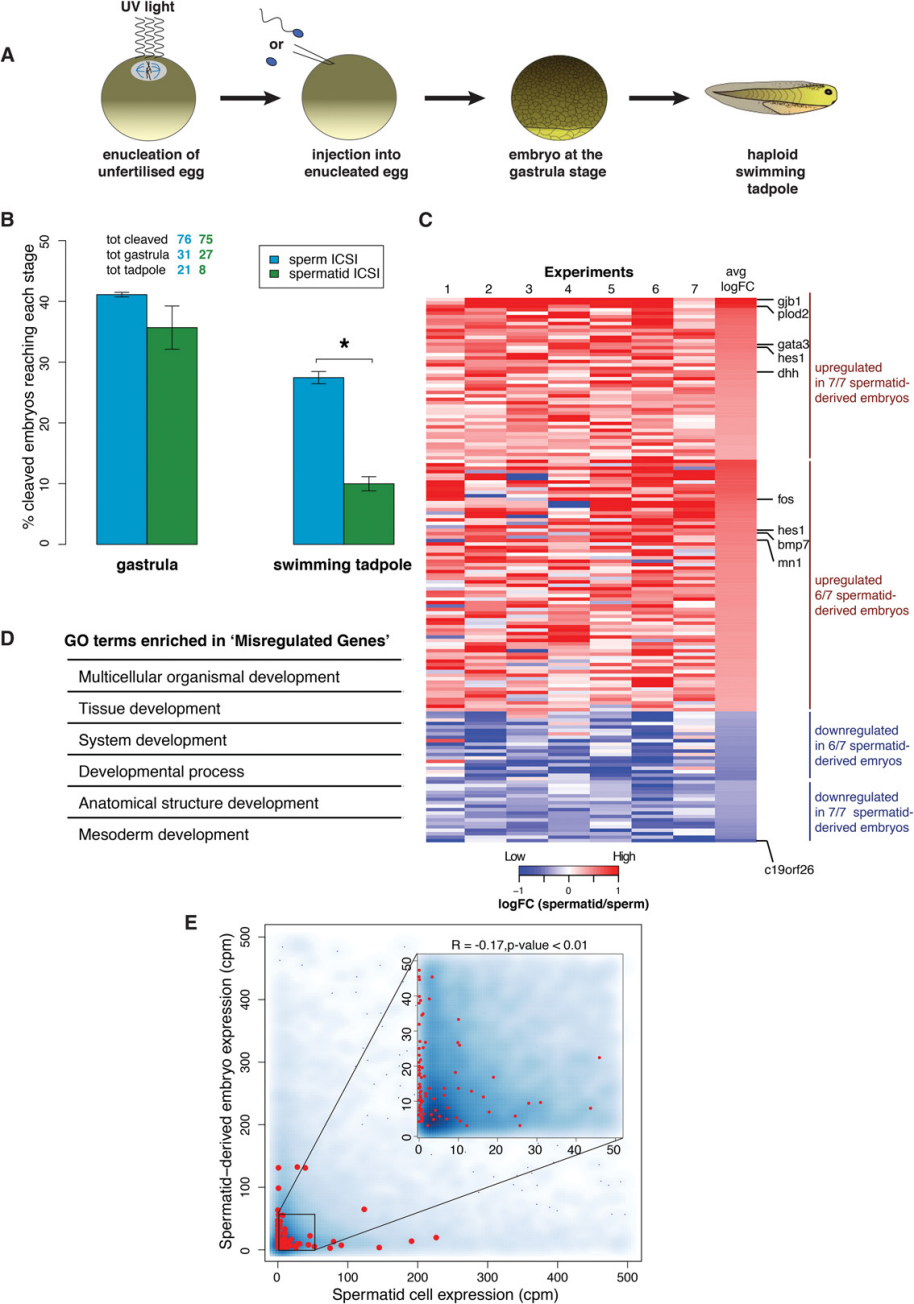
Transcription of developmentally important genes is misregulated in spermatid-derived embryos compared to sperm-derived embryos. (*A*) Schematic representation of paternally derived haploid embryos generated by UV enucleation of eggs followed by intra-cytoplasmic sperm injection (ICSI). (*B*) Developmental advantage of sperm over spermatid is maintained in haploid embryos. Embryos were scored as the % of embryos reaching a gastrula stage and a swimming tadpole stage to the total number of cleaved embryos (average of *n* = 3 independent experiments). Numbers of embryos analyzed are indicated *above* the bars. Error bars: SEM. (*) *P*-value < 0.05 (χ^2^ test). (*C*) Genes important for development are misregulated (mostly up-regulated) in spermatid-derived embryos. Heat map representing log fold-change in expression levels of the 100 genes (rows) misregulated in spermatid versus sperm gastrula embryos (FDR < 0.05; red: up-regulated; blue: down-regulated in spermatid) across seven independent experiments (columns). (*D*) Developmentally important gene ontology terms enriched in the list of misregulated genes (*P*-value < 0.05). (*E*) Up-regulation of genes in spermatid-derived embryos does not correlate with their transcription in spermatid. Density scatter plot showing gene expression in spermatid-derived embryos versus that in spermatids. No correlation is observed between the two parameters for all genes (*r* = 0.06) as well as for the misregulated genes (red dots, *r* = −0.17).

### Developmentally important genes are misregulated in spermatid-derived embryos

Since experiments in the mouse suggested that sperm might be better than other cell types at supporting mRNA transcription (Ziyyat and Lefevre 2001; Vassena et al. 2007; Ihara et al. 2014), we tested this hypothesis using haploid, sperm- and spermatid-derived embryos. Embryos were rigorously staged (see Supplemental Experimental Procedures) and collected at gastrulation, before the onset of developmental defects. 

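Haploid embryos carry only the chromosomes of the injected sperm or spermatid nucleus, because the egg's own chromosomes were destroyed by UV irradiation. Counts per transcript from RNA-seq were taken from 4 libraries of gastrulae, 2 of sperm-derived and 2 of spermatid-derived embryos. The names of 4 of the 14 columns of the authors' count table hold a short form that was read here as a group. The form sp was taken as sperm and pr as spermatid. Titles of the methylated DNA samples call spermatid chromatin prog, and Fig. 6C,G marks spermatid P. No label states this, and the direction of the haploid comparison rests on it. The other 10 columns were not used here. The libraries of sperm-derived embryos held 28572245 and 29090632 counts, and those of spermatid-derived embryos 21659005 and 25763494. The authors had trimmed the reads with cutadapt, aligned them with TopHat2 and counted them per transcript with HTSeq, with no normalization. The genome build is not given in the sources used here, so transcripts are named by their symbol only. After TMM normalization, the 21252 transcripts with a CPM (counts scaled to library size) of at least 1 in at least 2 libraries were tested with edgeR's quasi-likelihood test, spermatid-derived minus sperm-derived. No block was used, because the sources used here do not say that the letters in the column names pair these libraries. Most symbols are carried by several transcripts, from near-identical gene copies or overlapping assemblies, and these may share reads. In counts simulated with the means, depths and spread of these libraries, the test recovered 34 of 66 transcripts changed 4-fold, 1 of 67 changed 2-fold and 0 of 67 changed 1.5-fold. The paper describes its haploid data as independent experiments (Fig. 3C), but the labels do not tie the columns used here to them. The p-values are therefore read as measuring only the spread between these libraries.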

Gene expression was then analyzed by RNA-seq, using a set of 34,373 transcripts (provided as Supplemental Gene Annotation). Out of 18,340 expressed genes, 255 were differentially expressed in spermatid-derived embryos compared to sperm-derived embryos (FDR < 0.05) (Supplemental Table S1). 

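Among the genes with the largest differences in these libraries was *cyp26c1*, which encodes an enzyme that degrades retinoic acid. It was at 2.41 ± 0.58 CPM (SD, n = 2) in spermatid-derived and 0.467 ± 0.299 CPM (n = 2) in sperm-derived embryos. *fosl2*, which encodes an AP-1 subunit, was at 16.6 ± 5.51 and 7.36 ± 0.871 CPM, a log2 fold change of 1.18 (standard error 0.33). The gap junction gene *gjb1* was at 24.9 ± 9.10 and 12.0 ± 4.63 CPM, with a log2 fold change of 1.05 (standard error 0.40). In the other direction, *c19orf26* was at 4.58 ± 0.17 CPM in spermatid-derived and 8.85 ± 0.33 CPM in sperm-derived embryos. None of these passed the threshold: 0 of the 21252 transcripts had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the counts from DESeq2 and from edgeR's likelihood ratio test were also 0. At an unadjusted p under 0.05 from the quasi-likelihood test, 28 transcripts were higher and 7 were lower in spermatid-derived embryos. The biological coefficient of variation was 0.336. Without replicate A of the spermatid-derived embryos, 1 transcript passed the threshold in edgeR, lower in spermatid-derived embryos. The lone library left in that group was assumed to vary like the other group.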

One hundred of these transcripts showed consistent changes in at least six out of seven experiments, and we will refer to them as “misregulated” (Fig. 3C; Supplemental Table S1). The majority (82/100) were up-regulated in spermatid-derived embryos, and they include transcriptional regulators (e.g., *gata2*, *gata3*, *hes1*, and *fos*) as well as morphogens (e.g., *bmp2*, *bmp7*, or *dhh*) essential for embryonic development. Accordingly, gene enrichment analysis revealed that several development-related terms were significantly enriched in the list of misregulated genes (*P*-value < 0.05) (Fig. 3D).

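*gata2*, a transcription factor of ventral ectoderm and blood, was at 153 ± 16.5 CPM (SD, n = 2) in spermatid-derived and 96.9 ± 51.0 CPM (n = 2) in sperm-derived embryos, a log2 fold change of 0.66 (standard error 0.38). The 3 transcripts of *hes1*, a repressor downstream of Notch, had log2 fold changes of 0.80, 0.62 and 0.24, and both transcripts of *fos* had 0.46. For *gata3* the log2 fold changes were 0.35, 0.20 and -0.04. Of the secreted signals, *dhh* had 0.55, 0.49 and -0.13, and *bmp2* had 0.36 and -0.03. No tested transcript carried the symbol *bmp7*. *tbx3*, a T-box transcription factor, had a log2 fold change of 0.97, the Wnt antagonist *sfrp2* had up to 0.87 and the head organizer gene *otx2* had up to 0.56. Each of these had an adjusted p of 1 from edgeR's quasi-likelihood test. The 14 symbols that the paper names, in its text or in Fig. 3C, are carried by 35 tested transcripts. Of these, 29 were fitted higher in spermatid-derived embryos, and 24 were higher in both libraries when those with the same letter were set side by side. Of the 35, 0 were called, over all transcripts or adjusted over the list alone, and their median log2 fold change was 0.36. As a group they stood above the other transcripts in limma's camera test with a preset correlation (adjusted p = 3.2e-09), but not when the correlation was estimated (adjusted p = 0.949 with an estimated correlation). The paper picked these genes from a set of libraries that includes these, so this is not independent evidence of their direction.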

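Lists of developmental genes were used in place of Gene Ontology terms. In edgeR 0 members of any list were called, over all transcripts or adjusted over the list alone; 35 transcripts had an unadjusted p under 0.05, and DESeq2 called 0. Of 56 transcripts of epidermal and BMP-responsive genes, 41 were fitted higher in spermatid-derived embryos (median log2 fold change 0.14; camera adjusted p = 6.58e-05, and adjusted p = 0.949 with an estimated correlation). Of 32 transcripts of Spemann organizer genes, 24 were fitted higher (median 0.15, adjusted p = 0.00236, and 0.949 as adjusted p with an estimated correlation). Immediate early genes, such as *fosl2*, were fitted higher in 29 of 42 transcripts (median 0.08, adjusted p = 0.00584), and Hox genes in 6 of 7 (median 0.38, adjusted p = 0.0436). Housekeeping genes were fitted in the same direction by small amounts: 110 of 154 transcripts of ribosomal proteins (median 0.08, adjusted p = 0.0112) and 82 of 121 of the mitochondrial respiratory chain (median 0.09, adjusted p = 0.0436) were fitted higher. For these lists too camera gave an adjusted p with an estimated correlation of 0.949. Mesoderm genes were fitted higher in 20 of 56 transcripts (adjusted p = 0.424), endoderm genes in 11 of 28 (adjusted p = 0.848) and neural plate genes in 17 of 39 (adjusted p = 0.917). Among the remaining lists, the adjusted p from camera lay between 0.0985, for stress and p53 genes, and 0.848, for maternal transcripts and core histones. The lists of signals, germ cell, somatic testis, Polycomb and Trithorax, developmental transcription factor and cell cycle genes lay between them.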

The fact that most of the misregulated genes were up-regulated in spermatid-derived embryos raised the possibility that these genes were actively transcribed in spermatids and continued to be transcribed in embryos. Indeed, the spermatid, as opposed to the sperm, is a transcriptionally active cell, and this difference might explain why genes are up-regulated in embryos originating from spermatids rather than sperm. To test this possibility, we compared the expression level of genes in spermatids and in spermatid-derived embryos. 

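The purified spermatids expressed the genes of sperm formation: 37 of 46 transcripts of a spermatid list had at least 1 CPM in all 3 libraries. *odf3*, which encodes an outer dense fiber protein of the sperm tail, was at 872 ± 285 CPM (SD, n = 3), and the tektin genes *tekt4* and *tekt1* were at 604 ± 119 and 522 ± 81.6 CPM. Among the 10 named genes with the highest level were the linker histone gene *h1-10* at 10800 ± 2950 CPM, *mlf1* at 3810 ± 1330 CPM and the translation factor gene *eef1a1* at 2740 ± 488 CPM. Ribosomal proteins took 5.24% of the counts. Genes of meiosis and earlier germ cells were also present, with *piwil2* at 225 ± 19.3 CPM and 18 of 21 transcripts at 1 CPM or more in all libraries. Somatic testis genes had 21 of 33 transcripts at that level, led by *vim* at 268 ± 70.7 CPM, and red blood cell genes had 5 of 24, led by *ank1* at 31.7 ± 9.52 CPM. The 3 libraries held 31892686, 26728084 and 44165516 counts, made by the authors in the same way as for embryos. Of all transcripts, 19117 of the 34373 transcripts had at least 1 CPM in each of them. Across transcripts, the libraries correlated with each other at 0.989 to 0.994. Levels in spermatids were given as CPM after TMM normalization among these libraries, while the threshold of 1 CPM used CPM without it. Embryo levels were the mean CPM of the 2 haploid spermatid-derived libraries, after TMM normalization among the haploid libraries.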

We did not observe any correlation between the expression of misregulated genes in spermatid-derived embryos and their expression in spermatids (*r* = −0.17, *P*-value < 0.05) (Fig. 3E). This suggests that the up-regulation of these genes in spermatid-derived embryos is not the result of transcript carry-over (or ongoing transcription) from spermatid chromatin. 

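Most of the genes named by the paper were low in spermatids: *otx2* was at 0 CPM for 3 of its 4 transcripts, against 50.2, 91.8 and 97.2 CPM in spermatid-derived embryos. *gata2* was at 0.565 ± 0.459 CPM (SD, n = 3), against 152 CPM. *sfrp2* was at 0.104 ± 0.053 CPM, against 72.4 CPM. Of the 35 transcripts also tested in embryos, the highest in spermatids were *foxa2*, a transcription factor of endoderm, at 10.7 ± 1.05 CPM and *plod2*, a collagen lysyl hydroxylase, at 8.63 ± 0.968 CPM, against 24.2 and 17.5 CPM in the embryos. Across these 35 transcripts, Pearson's r between CPM in spermatids and in spermatid-derived embryos was -0.31 (permutation p = 0.0627, adjusted p = 0.0906) and Spearman's rho was -0.334 (permutation p = 0.0509, adjusted p = 0.0654). Without *foxa2* and *plod2*, the transcripts farthest from the median in spermatids, r was -0.375. Over all 21252 transcripts, r was 0.0932 (permutation p = 5e-04, adjusted p = 0.00225) and rho was 0.293 (permutation p = 1e-05, the smallest that the permutations can give). On a log2(CPM + 1) scale, r was -0.37 for the named genes (permutation p = 0.0286, adjusted p = 0.0858) and 0.296 for all transcripts. These are two-sided tests of 9 correlations across transcripts within the same libraries, and transcripts are not independent replicates. The paper reports no correlation at the misregulated genes. From this it proposes that transcripts carried over from spermatids do not account for the higher expression in spermatid-derived embryos.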

Because permeabilized spermatids used to generate embryos are likely to contain additional RNAs, we performed an additional control for the potential effect of spermatid-derived RNAs on embryonic development. We purified total RNA from testis and injected a quantity corresponding to the amount found in one spermatid (50 pg) to embryos generated with sperm. TRIzol was used to isolate RNA as it allows the recovery of RNA in a broad range of sizes (El-Khoury et al. 2016). All embryos generated in that way developed normally, indicating that testicular RNAs are not detrimental to embryonic development (Supplemental Fig. S3). Lastly, we have verified that the synthesis of rRNAs is not affected in spermatid-derived embryos. Indeed, in mouse, defect in rRNA synthesis has been proposed to explain the developmental defect of nuclear transfer embryos (Suzuki et al. 2007; Zheng et al. 2012) and could explain the difference in the bulk of RNA synthesis observed between sperm- and spermatid-derived embryos (Bui et al. 2011). We observed that newly synthesized 18S and 28S rRNAs are equally well produced in sperm- and spermatid-derived embryos (Supplemental Fig. S4).

We conclude that the developmental failure of spermatid-derived embryos is not associated with carried over spermatid RNAs or with defects in rRNA expression. Rather, we observe a correlation between developmental defects and misexpression of a set of developmentally important genes in spermatid-derived embryos. We hypothesized that differences in gene expression between sperm- and spermatid-derived embryos might result from epigenetic differences of sperm/spermatid chromatin.

### Epigenetic differences between sperm and spermatid chromatin

To investigate potential links between the epigenetic marking of paternal chromatin and embryonic gene expression, we carried out epigenetic profiling of mononucleosomal chromatin from sperm and spermatid using an extensive MNase digestion protocol applied by others to probe for histones stably associated with chromatin in mature sperm in mouse and human (Supplemental Tables S2, S3; Supplemental Fig. S5; Hammoud et al. 2009; Brykczynska et al. 2010). In *Xenopus*, the transition from spermatid to sperm is characterized by histone H3 and H4 retention and partial loss of H2A and H2B (Risley and Eckhardt 1981). 

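Positions of mononucleosomes after digestion with MNase were given as a list of called nucleosomes per cell type, made by the authors from the merged reads of the replicates after removal of duplicates. The sperm list held 1287106 calls on 8425 scaffolds and the spermatid list 1545598 calls on 8426 scaffolds. Each call carries a score of the authors, with a lowest value of 3; the caller and the genome build are not given in the sources used here. The reads behind a call are not part of the lists, so their depth is unknown, and with a single pooled list per cell type there are no replicates. TSS positions on these scaffolds were not used here, so occupancy around TSSs was not analysed here. The lists were compared by position with bedtools, and a call counted as shared when the other list covered at least 50% of its length.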

We first compared nucleosome occupancy profiles in sperm and spermatids. Similarly to what was observed in other vertebrates (Hammoud et al. 2009; Brykczynska et al. 2010), we observed higher nucleosomal occupancy (MNase-seq) (Fig. 4A) around TSSs (transcriptional start sites) in sperm when compared to spermatids. In this context, the positioned nucleosomes show a similar distribution in sperm and spermatids (Supplemental Fig. S6). 

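Nucleosome calls of sperm and spermatids lay at the same positions more often than chance gives: 25.4% of the sperm calls were covered by a spermatid call, and 21.3% of the spermatid calls by a sperm call. After moving 1 list along the scaffolds by 1 to 5 kb, these shares were 5.69% (5.23 to 6.20%) and 4.84% (4.46 to 5.28%). The calls had a median width of 89 bp in sperm and 87 bp in spermatids and covered 116 and 136 Mb. In both cell types the most common distance between neighboring calls was 180 to 190 bp, which is about the length of DNA per nucleosome. Distances from 150 to 250 bp made up 7.94% of all distances in sperm and 13.9% in spermatids, and the median distance was 1230 bp in sperm and 985 bp in spermatids. The median score was 3.64 in sperm and 3.68 in spermatids. Among calls with a score of at least 6, which left 87620 calls in sperm and 110731 in spermatids, 49.9% of the sperm calls and 39.5% of the spermatid calls were shared. Differences between the lists were not tested, since there are no replicates and the number of calls depends on the unknown depth.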

Secondly, we analyzed DNA methylation profiles in sperm and spermatids by MBD-seq. 

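Methylated DNA was captured with an MBD protein in 3 libraries of sperm and 3 of spermatids, each beside an input library of the same replicate. Each library was given as a value for each of 34373 genes around the TSS (within 1 kb, as in Fig. 4B). The authors had aligned the reads with BWA and normalized the values in a way that is not given in the sources used here. In the captured libraries, 100% of the values were whole multiples of a smallest step within 0.05, so they are read here as RPM, reads scaled to the mapped total. On that reading, 688897 to 973797 reads lay at TSSs in sperm and 850909 to 1134562 in spermatids. No captured read was found for 6880 ± 179 genes (SD, n = 3) in sperm and 3960 ± 831 (n = 3) in spermatids. The DNA methylation level of a gene was taken as log2 of captured over input, with a pseudocount of 0.0801 added to both, which is the 5th percentile of the values above 0. Sperm and spermatids were compared with limma for each gene, and by an exact permutation test of the medians, whose smallest two-sided p with 3 libraries against 3 is 0.1. In simulated data, limma found 45 of 66 genes shifted by 2 on the log2 scale and 5 of 67 shifted by 1.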

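The values around TSSs were lower in the libraries labeled sperm than in those labeled spermatid for most genes: 73.1% of 34373 genes had a lower mean in sperm. The median ratio of captured to input was 0.261 ± 0.036 (SD, n = 3) in sperm and 0.428 ± 0.0375 (n = 3) in spermatids (exact permutation test, two-sided p = 0.1). The median captured value was 0.307 ± 0.035 in sperm and 0.467 ± 0.0525 in spermatids, and the median input value was 1.19 ± 0.0105 and 1.09 ± 0.0416. At an adjusted p under 0.05 from limma, 393 genes were lower and 56 were higher in sperm. The zinc finger gene *znf335* had a log2 difference of -3.13 (standard error 0.56), the cadherin gene *fat1* -2.79 and the kinase gene *stk24* -2.73. On the higher side were *oplah*, an enzyme of glutathione turnover (2.57, standard error 0.43), the protocadherin gene *pcdh15* (2.47 and 2.38) and *csmd3* (2.21). For 7336 genes all sperm libraries were lower than all spermatid libraries and for 1175 all were higher, where chance gives 5% each way. After the ratios were centered on their median in each library, 1185 genes were higher and 67 lower in sperm, and after quantile normalization 57 were higher and 25 lower. The direction of most calls thus depends on how the libraries are scaled to each other. Before scaling, the difference was not uniform: with genes ranked by captured DNA into 10 groups, its median was -0.78 in group 4 and -0.0358 in the highest. A count test with edgeR on the captured reads, chosen after the values were seen, called 2276 genes higher and 1326 lower in sperm. In limma the number of calls was 4 without sperm replicate 1, 139 without sperm replicate 3, 9 without spermatid replicate 1, 112 without spermatid replicate 2 and 125 without spermatid replicate 3. Across genes, the mean levels in sperm and spermatids correlated at r = 0.936 (rho = 0.938); genes are not independent replicates.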

DNA methylation was higher around sperm TSSs than spermatid TSSs (Fig. 4B). These differences were observed at the genome-wide level between sperm and spermatids, as well as on the set of misregulated genes (Supplemental Figs. S6, S7). 

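At the genes named by the paper the direction was as over all genes: of 42 transcripts, 33 had a lower and 9 a higher fitted level in sperm. Their median log2 ratio per library was -1.88 ± 0.32 (SD, n = 3) in sperm and -1.06 ± 0.37 (n = 3) in spermatids (exact permutation test, two-sided p = 0.1). Taken per transcript, the median difference was smaller, at -0.39, against -0.36 over all genes. A transcript of the endoderm gene *foxa2* was at -1.75 ± 0.51 in sperm and 0.45 ± 0.26 in spermatids (adjusted p = 0.00952 from limma). A transcript of *plod2* had a difference of -1.42 (standard error 0.35, adjusted p = 0.0381 from limma). These 2 were called, and 3 when adjusted over the list alone. *gata2* and *otx2* had almost no captured reads in either cell type, with mean captured values of 0 to 0.0307 for their transcripts, so no difference was detectable at this depth. *mn1* covered the widest range, with a mean captured value of 10.0 in sperm and 7.71 in spermatids for a transcript and 0 in sperm for the other 3. Relative to all other genes, the difference of the named genes was -0.22 on the log2 scale (exact permutation test, two-sided p = 0.5). Of the 21 lists tested, Hox genes had a median log2 ratio of -3.68 in sperm and -3.70 in spermatids, and genes of meiosis and earlier germ cells had -0.04 and 0.02. The adjusted p for any list against other genes was 0.211 or more.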

A lower level of nucleosome occupancy and DNA methylation in spermatids compared to sperm could therefore explain the up-regulation of genes in spermatid- compared to sperm-derived embryos.

**Figure 4.**
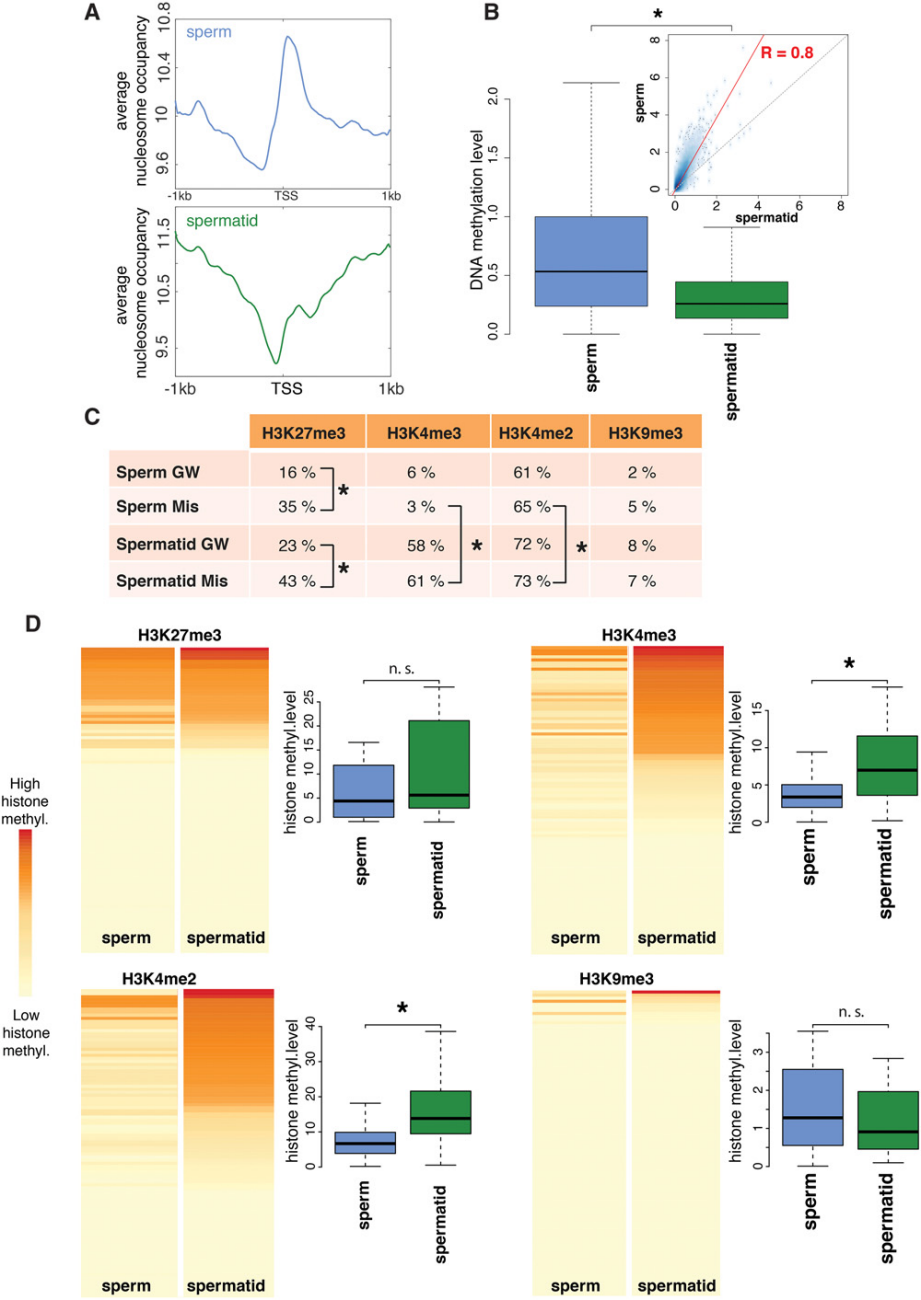
Genes that are misregulated in spermatid-derived embryos have different epigenetic features in sperm and spermatid. (*A*) Genome-wide average nucleosome occupancy at the TSS of sperm (blue) and spermatid (green) genes. (*B*) Boxplots showing genome-wide DNA methylation levels at the TSS ± 1 kb of sperm (blue) and spermatid (green) genes. *Inset* shows correlation between the DNA methylation levels of sperm and spermatid (*R* = 0.8, *P*-value < 0.05); red line: regression; dotted line: diagonal. (*C*) Percentage of genes harboring H3K27me3, H3K4me3, H3K4me2, or H3K9me3 peaks genome-wide (GW) and at misregulated genes (Mis). (*) *P*-value < 0.05 (χ^2^ test). (*D*) Heat maps representing H3K27me3, H3K4me3, H3K4me2, and H3K9me3 overall levels (see Supplemental Material and Supplemental Fig. S8) at misregulated genes in sperm (first column) and spermatid (second column). Each map is sorted according to the signal in spermatid. Boxplots show the distribution of methylation levels across misregulated genes. (*) *P*-value < 0.05 (KS-test) (Supplemental Table S7).

To further characterize sperm and spermatid chromatin, we performed ChIP-seq analysis of histone marks associated with activation (H3K4me2, H3K4me3) or repression (H3K27me3, H3K9me3) of transcription. We looked for peaks (Fig. 4C; Supplemental Table S4) as well as for the overall methylation levels (Fig. 4D; Supplemental Fig. S8; Supplemental Table S5) around TSSs for each of these modifications. When compared to all genes, the set of misregulated genes was significantly enriched for H3K27me3 in both sperm and spermatids (Fig. 4C). However, since H3K27me3 was present in both sperm and spermatids, it suggests that this repressive mark alone cannot explain the difference in gene expression observed in sperm- and spermatid-derived embryos.

Interestingly, histone marks associated with active transcription (H3K4me2/3) showed an enrichment at promoters of misregulated genes in spermatids but not in sperm (Fig. 4C,D), providing a plausible explanation for the up-regulation of these genes in spermatid-derived embryos.

### Coexistence of H3K4me2/3 and H3K27me3 in spermatids correlates with embryonic gene up-regulation

The epigenetic features analyzed (histone marks, DNA methylation, and nucleosome occupancy) can individually provide a possible explanation for the observed differences in expression in sperm- and spermatid-derived embryos. However, complex interactions involving more than one epigenetic feature might better explain this differential embryonic gene expression. In order to identify such interactions, we have performed a partial correlation analysis. In this analysis, all the measured parameters are assessed simultaneously to produce maps indicating the way epigenetic features associate with each other and with gene expression. The aim of such analysis is to extract more general principles describing the paternal epigenetic program underlying gene expression and identify which epigenetic features are likely to have the strongest contribution to embryonic gene expression. We applied the partial correlation analysis to identify links between the measured epigenetic features in sperm and the expression of the misregulated genes in sperm-derived embryos (Fig. 5A), or between the measured epigenetic features in spermatid and their expression in spermatid-derived embryos (Fig. 5B). 

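At the genes named by the paper, DNA methylation around the TSS and expression in haploid embryos of the same paternal origin were not related beyond chance. *mn1* shows how far apart copies can lie: the transcript with the most captured DNA was expressed at 93.1 CPM in sperm-derived embryos, and a transcript with no captured reads in sperm at 2.72 CPM. *gata2* had no captured read in sperm for a transcript expressed at 96.9 CPM. Across 35 transcripts, Pearson's r between the log2 ratio in sperm and log2 CPM in sperm-derived embryos was 0.151 (permutation p = 0.387, adjusted p = 0.516) and rho was 0.249 (permutation p = 0.148, adjusted p = 0.197). For spermatids and spermatid-derived embryos, r was -0.0679 (permutation p = 0.697, adjusted p = 0.697) and rho was -0.165 (permutation p = 0.342, adjusted p = 0.342). Over all 21252 transcripts the relation was slightly negative, with r = -0.0283 in sperm (permutation p = 4e-05, adjusted p = 0.00016) and r = -0.0249 in spermatids (permutation p = 3e-04, adjusted p = 6e-04). These 4 correlations run across transcripts, which are not independent replicates, and histone marks and nucleosome occupancy were not analysed here.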

We observed that sperm H3K4me2/3 and embryonic gene expression were positively associated, whereas sperm H3K27me3, H3K9me3, and DNA methylation are negatively linked to embryonic gene expression (Fig. 5A). Interestingly, activating H3K4me2/3 and repressive H3K27me3 marks in spermatids were positively linked to gene expression in spermatid-derived embryos, and at the same time they were also strongly associated with each other (Fig. 5B). These associations were also observed when performing a similar analysis using an extended set of misregulated genes obtained by relaxing the selection parameters from FDR ≤ 0.05 (255 genes) to FDR ≤ 0.4 and |logFC| ≥ 0.2 (1116 genes). The use of this extended set increased the predictive power of the analysis and showed stronger links between the features tested within an overall similar network (Supplemental Fig. S9). Therefore, the difference between sperm- and spermatid-derived embryos is best explained by the fact that, in contrast to sperm, where H3K27me3 is overrepresented at genes differentially expressed in haploid embryos, in spermatids H3K27me3 coexists with H3K4me2/3 on these genes, thereby contributing to their up-regulation in spermatid-derived embryos.

**Figure 5.**
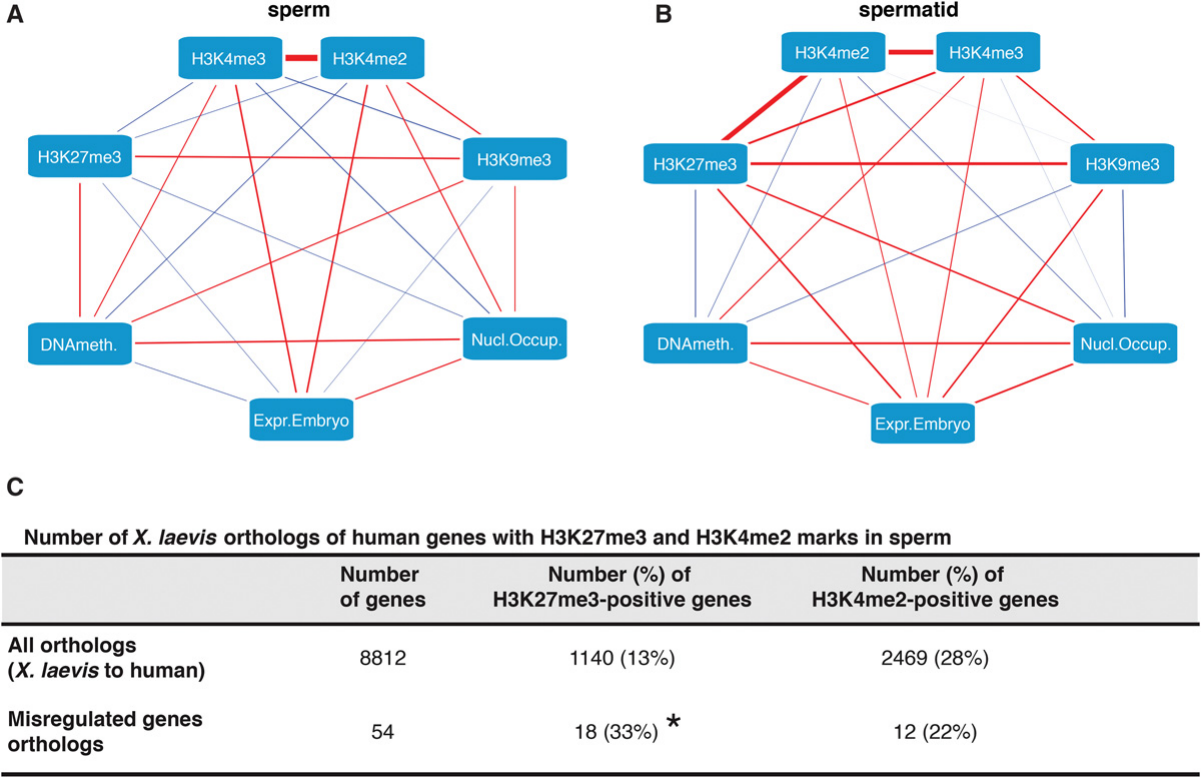
H3K27me3 target genes that lose H3K4me2/3 in sperm compared to spermatids are misregulated in spermatid-derived embryos. (*A*,*B*) Differential gene expression between sperm- and spermatid-derived embryos best correlates with differential H3K4me2/3 and H3K27me3 marking in sperm and spermatids. Partial correlation network between all tested epigenetic features of the paternal chromatin (*A*, sperm; *B*, spermatid) and gene expression in the corresponding embryos. Edges (lines) represent positive (red) or negative (blue) partial correlations. Edges thickness: strength of the partial correlations. (*C*) H3K4me2 and H3K27me3 marking on misregulated genes is conserved between *Xenopus* and human sperm. As compared to all orthologs, the misregulated orthologs are enriched for H3K27me3 marks over the genome-wide average in human sperm (χ^2^ test, [*] *P*-value < 0.05). No statistical enrichment for H3K4me2 on misregulated genes as compared to the genome-wide average is observed in human sperm.

We checked whether the observed distribution of H3K4me2/3 and H3K27me3 on the misregulated genes of *Xenopus* sperm was a conserved feature across species. For that purpose, we investigated how these histone marks were distributed in human sperm (Hammoud et al. 2009) on human orthologs of the *Xenopus* misregulated genes. We observed that, similarly to *Xenopus* sperm, human sperm showed an enrichment for H3K27me3 on misregulated genes (Fig. 5C). Additionally, misregulated genes did not exhibit any enrichment over the genome-wide distribution for H3K4me2 in both species. This indicates a conservation of sperm epigenetic features on these genes in the two species.

We next tested if paternally derived H3K4me2/3 and H3K27me3 were indeed involved in patterning embryonic gene expression.

### Paternal H3K4me2/3 and H3K27me3 influence embryonic gene expression

To test the function of epigenetic marks from sperm or spermatid chromatin on the regulation of embryonic transcription, we experimentally removed these marks in embryos (Fig. 6A; Supplemental Fig. S10). mRNAs encoding histone demethylases or control mRNAs were first injected into immature oocytes. After allowing 24 h for the enzymes to be expressed, the oocytes were in vitro–matured into eggs (IVM) and injected with sperm or spermatids (ICSI). 

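Expression in these embryos was measured at gastrulation by RNA-seq, in 4 assays that were each analyzed alone. For Kdm5b, the control mRNA encoded RFP, with 4 pairs of Kdm5b and control libraries in sperm-derived and 7 pairs in spermatid-derived embryos, where the paper gives N = 4. For Kdm6b, the control was an inactive Kdm6b, with 4 pairs each in sperm-derived and spermatid-derived embryos. The tags of a library of pair 1 of the Kdm6b assay in sperm-derived embryos disagree on whether it is Kdm6b or control, and it was used as its title states. Totals per library were 25874765 to 33912772 (median 30167593) counts with Kdm5b and 29251814 to 35314123 (median 30055954.5) with control in sperm-derived embryos. In spermatid-derived embryos they were 29173387 to 63007366 (median 35886975) and 22144881 to 46762905 (median 29664924). In the Kdm6b assays they were 21633173 to 29575171 (median 27914853) and 24035187 to 32420661 (median 28049625) in sperm-derived embryos. With spermatid nuclei they were 18556354 to 25712692 (median 22427879) and 21186232 to 27711355 (median 23210727.5). The authors made the counts as for the haploid embryos, without normalization. Each assay was tested with edgeR's quasi-likelihood test on transcripts with a CPM of at least 1 in as many libraries as a group holds. TMM normalization was used, with the replicate pair as a block, because the labels pair each demethylase library with a control. Pair 6 of the Kdm5b assay in spermatid-derived embryos had its libraries in different sequencing pools. The block does not remove a pool effect in that pair. The injected mRNAs encode mouse enzymes, so they are not measured by the frog transcripts. *kdm5b* was at 152.5 ± 18.0 CPM (SD, n = 4) with Kdm5b and 149 ± 12.2 CPM with control in sperm-derived embryos (adjusted p = 0.858 from edgeR). In spermatid-derived embryos it was at 131 ± 27.8 and 177 ± 18.4 CPM (n = 7) and fell (log2 fold change -0.46, adjusted p = 0.0166 from edgeR). In simulated counts, 2-fold changes were found for 46 of 67 transcripts with Kdm5b in sperm-derived and 55 of 67 in spermatid-derived embryos, and for 59 and 57 of 67 with Kdm6b.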

The resulting embryos were collected at the gastrulation stage for RNA-seq analysis. In this protocol, histones from both maternal and paternal chromatin are demethylated when the embryo is generated. By comparing embryos produced with different paternal chromatin (sperm or spermatid), we can evaluate the effect of paternal epigenetic mark removal on embryonic gene expression.

**Figure 6.**
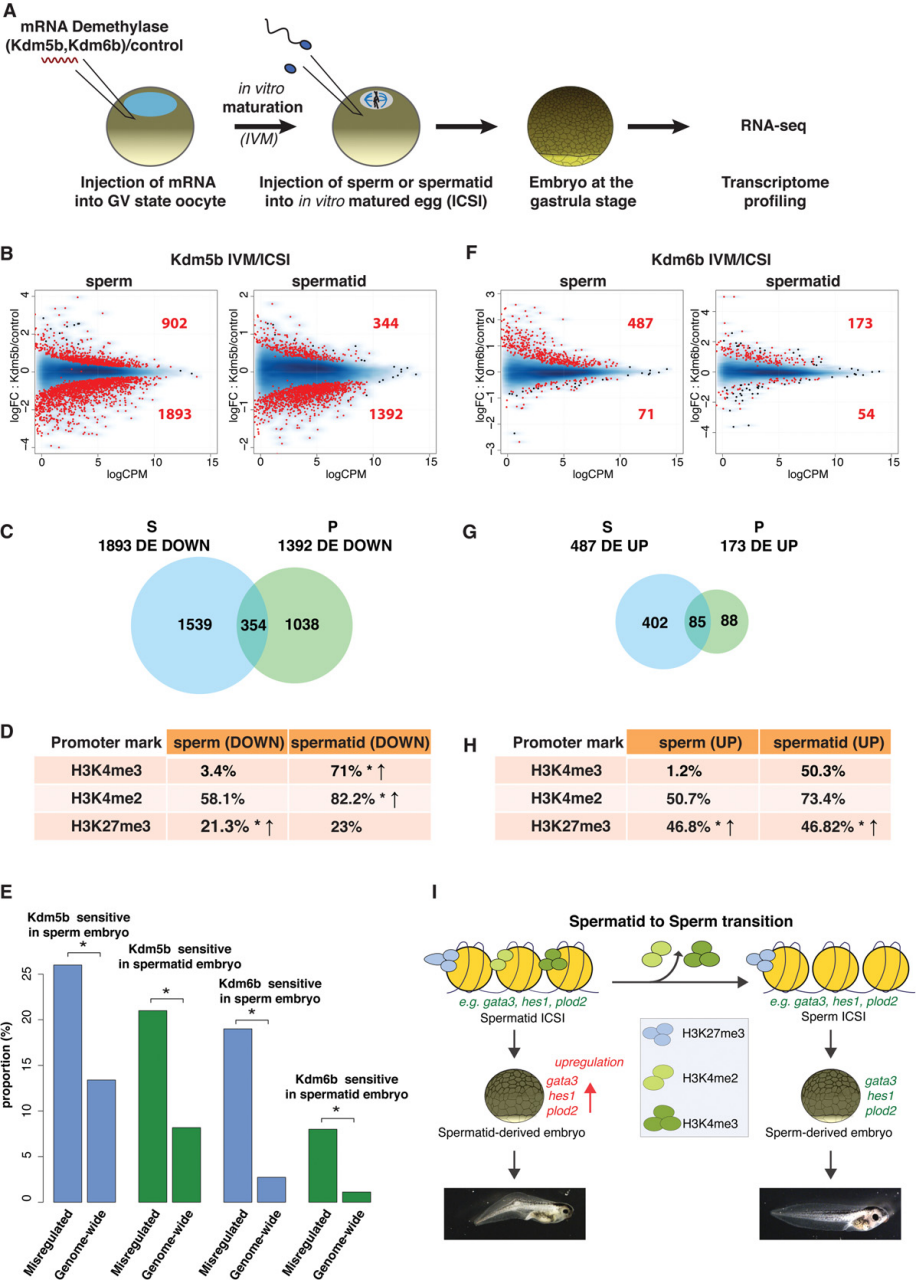
Paternal genome marking by H3K4me2/3 and H3K27me3 is required for gene expression in the embryos. (*A*) Histone demethylase expression assay. (*B*) MA plot showing log fold-change (logFC, *y*-axis) in gene expression between *Kdm5b* (H3K4me2/3 demethylase)- versus control mRNA-injected embryos, against log counts per million (logCPM, *x*-axis). Red dots: genes differentially expressed (FDR < 0.05); *N* = 4 independent experiments. (*C*) Venn diagram of down-regulated genes upon KDM5B expression in sperm- (blue) and spermatid-derived (green) embryos. (*D*) Percentages of genes down-regulated upon KDM5B expression in embryos that show H3K4me2/3 and H3K27me3 promoter peaks in the paternal cell. (*) *P*-value < 0.05 (χ^2^ test); ↑: over-represented when compared to genome-wide distribution. (*E*) Proportion of misregulated genes affected in each demethylase expression assay. (*) *P*-value < 0.05 (χ^2^ test). (*F*) Same as *B* for KDM6B (H3K27me3 demethylase) expression. (*G*) Same as *C* with genes up-regulated upon KDM6B expression. (*H*) Same as *D* for genes up-regulated upon KDM6B expression. (*I*) Model of epigenetic programming of sperm for the regulation of embryonic transcription.

We first expressed the H3K4me2/3 demethylase, KDM5B. 

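In sperm-derived embryos, Kdm5b lowered genes of stress, mesoderm and endoderm and raised genes of the ectoderm. Of 31 transcripts of stress and p53 genes, 14 fell and 0 rose (edgeR; 17 fell and 1 rose when adjusted over the list alone; over all transcripts, 2056 were higher at an unadjusted p under 0.05, and DESeq2 called 906 higher). *dnajb1*, a heat shock co-chaperone, fell by 1.77 on the log2 scale (standard error 0.13), *sesn1* by 1.70 and *cdkn1a*, an inhibitor of the cell cycle, by 1.68. Of 53 mesoderm transcripts, 13 fell and 2 rose (21 and 3 when adjusted over the list alone). *wnt11b*, a signal of gastrulation movements, was at 365.5 ± 41.6 CPM (SD, n = 4) with Kdm5b and 679 ± 222 CPM with control. Of 26 endoderm transcripts, 7 fell, among them *foxa2* (log2 fold change -0.99) and *mixer* (-0.86), and *hhex* (0.55) rose. Of 38 immediate early transcripts 8 fell, such as *jun* (-1.48) and *jund* (-1.45), and 1 rose. Epidermal and BMP-responsive genes rose in 11 of 52 transcripts and fell in 1 (15 and 1 when adjusted over the list alone). *tfap2a*, a transcription factor of non-neural ectoderm, was at 261 ± 67.7 CPM against 131 ± 28.6 CPM, and *dlx5* rose by 0.66. Neural plate genes rose in 12 of 35 transcripts and fell in 1 (13 and 4 when adjusted over the list alone), with *olig3* at a log2 fold change of 2.08 and *neurog2* at 2.09 and 1.71. The adjusted p from camera was 4.28e-06 for stress, 0.00278 for mesoderm, 0.000124 for endoderm, 0.000377 for immediate early, 4.28e-06 for epidermal and 0.00124 for neural genes. The adjusted p with an estimated correlation was 0.189, 0.506, 0.506, 0.189, 0.407 and 0.506 in that order. Without replicates 1 to 4 in turn, the transcripts that fell were 14, 8, 7 and 8 of mesoderm, 4, 5, 3 and 8 of endoderm and 4, 6, 3 and 1 of immediate early genes, and 7, 11, 6 and 11 of epidermis rose. The largest increases were in *s1pr5*, a receptor of sphingosine 1-phosphate (log2 fold change 3.88, standard error 0.33, and 3.11), *cyp26c1* (3.53), *olfm4* (3.27) and *hesx1*, a repressor of the anterior neural plate (2.93). The largest falls were in *pde4dip* (-3.46), the collagen gene *col17a1* (-3.34), the acetylcholine receptor gene *chrng* (-3.23) and *znf534* (-3.13). Over all 19444 transcripts tested, 1351 fell and 560 rose at an adjusted p under 0.05, so 70.7% of those called fell (exact 95% interval 68.6 to 72.7%). The interval counts transcripts as independent, and leaving out 1 replicate in turn gave 70.3 to 83.5%. The median log2 fold change was -0.91 for those that fell and 0.59 for those that rose. The count of 1911 was 944 without replicate 3, 915 without replicate 4 and 361 without the replicate block.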

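In spermatid-derived embryos, Kdm5b lowered genes of the cell cycle: 11 of 72 transcripts fell and 0 rose (20 fell when adjusted over the list alone). Over all genes, edgeR had 1922 transcripts higher at an unadjusted p under 0.05, and DESeq2 called 671 higher. *cdk1*, the kinase that drives mitosis, was at 27.2 ± 9.96 CPM (SD, n = 7) with Kdm5b and 46.7 ± 9.43 CPM with control, and *cdc25b*, the phosphatase that activates it, fell by 0.69 on the log2 scale (standard error 0.11). Both changed most in pair 1, by -2.14 and -1.43. Of 38 immediate early transcripts 3 fell and 0 rose (10 fell and 2 rose when adjusted over the list alone), such as *atf3* (-0.49) and *fosl2* (-0.98 and -0.54). Of 180 transcripts of developmental transcription factors 6 fell, such as *en1* (-1.01) and *foxa2* (-0.99), and 2 rose, such as *pou3f1* (0.91). When adjusted over the list alone, 3 fell and 2 rose. Ribosomal protein genes fell in 6 of 128 transcripts, both over all genes and when adjusted over the list alone, with *rps10* at -0.67. For developmental transcription factors the share that fell was below that of all transcripts (854 of 19253), and for ribosomal proteins it was near it. The share lay above it for the cell cycle, and for immediate early genes with only 3 transcripts. In the respiratory chain list, *cox4i1* rose (0.36) and *uqcr11* fell (-0.28), while 85 of 105 transcripts were fitted higher. When adjusted over the list alone, 0 of them passed. The adjusted p from camera was 3.5e-05 for the cell cycle, 0.00901 for immediate early genes, 0.023 for developmental transcription factors, 0.00689 for ribosomal proteins and 0.000282 for the respiratory chain. The adjusted p with an estimated correlation was 0.16 for the cell cycle and 0.742 for the others. Without replicate 1, camera gave an adjusted p of 0.183 for immediate early genes, 0.801 for developmental transcription factors (21 fell and 13 rose) and 0.225 for ribosomal proteins. It gave 0.052 and 0.0537 as adjusted p for developmental transcription factors without replicates 5 and 6 (0.0578 without the block), and 0.253 for ribosomal proteins without replicate 6. Without replicates 1 to 7 in turn, the transcripts that fell in edgeR were 21, 6, 6, 4, 5, 5 and 6 of the cell cycle and 8, 3, 4, 1, 2, 1 and 3 of ribosomal proteins. They were 6, 0, 1, 0, 0, 0 and 2 of immediate early genes and 21, 2, 5, 3, 2, 2 and 4 of developmental transcription factors. The largest falls were in *slfn13* (-2.26, standard error 0.22), the somatostatin gene *sst* (-1.77), the ubiquitin ligase gene *march7* (-1.75) and the adrenergic receptor gene *adra2a* (-1.61). The largest increases were in *c12orf63* (0.99), *fkbp1b* (0.98) and *pou3f1*. Over 19253 transcripts, 854 fell and 257 rose, so 76.9% of those called fell (exact 95% interval 74.3 to 79.3%), with median log2 fold changes of -0.56 and 0.47. The interval counts transcripts as independent, and leaving out 1 replicate in turn gave 66.6 to 86.6%. The spread (SD) of log2 changes over genes was 0.803 in pair 1 and 0.336, 0.26, 0.356, 0.295, 0.384 and 0.316 in pairs 2 to 7. The Kdm5b and control libraries of replicate 6 lay in different sequencing pools, so a pool effect is not removed by the block in that pair. Without replicate 1 the count of 1111 was 2583, and it was 564, 683, 410, 486, 394 and 586 without replicates 2 to 7 in turn. With pairs 1 to 4 it was 0, with pairs 5 to 7 it was 715, and without the replicate block it was 39.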

As expected, removal of the activating H3K4me2/3 marks led to gene down-regulation: 68% (1893 genes) and 80% (1392 genes) of all differentially expressed (FDR < 0.05) genes were down-regulated in sperm- and spermatid-derived embryos, respectively (Fig. 6B; Supplemental Table S6). Importantly, genes down-regulated in sperm-derived embryos showed only limited overlap with those down-regulated in spermatid-derived embryos (Fig. 6C). This indicates a paternal chromatin-dependent effect of H3K4me2/3 removal on embryonic gene expression. Additionally, among the genes affected by H3K4me2/3 removal in sperm- and spermatid-derived embryos, the misregulated genes are overrepresented, indicating that paternal H3K4me2/3 specifically regulates this set of genes (Fig. 6E). 

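Genes that Kdm5b lowered in both kinds of embryo included *foxa2*, at log2 fold changes of -0.99 in sperm-derived and -0.99 in spermatid-derived embryos, *hes1* (-0.98 and -0.64) and a transcript of *mn1* (-0.72 and -0.40). In all, 129 transcripts fell in both, 10.4% of the 1239 in sperm-derived and 15.2% of the 850 in spermatid-derived embryos, among 18657 transcripts tested in both. Independent lists would share 56.4 (odds ratio 2.69, Fisher's exact test, two-sided p = 3.88e-19), and 73.9% of the transcripts that fell in sperm-derived embryos were also fitted lower in spermatid-derived embryos. Of 557 that rose in sperm-derived embryos, 27 also rose in spermatid-derived embryos, where independent lists would share 7.58. Only 51.9% of the 557 were fitted higher there, against 55% of all transcripts tested in spermatid-derived embryos. When the effect in spermatid-derived embryos was compared with that in sperm-derived embryos by an interaction test in edgeR, 1098 of 21055 transcripts differed. Of these, 523 had a higher and 575 a lower log2 fold change in spermatid-derived embryos. The assays of both kinds of embryo were sequenced in separate library pools. A difference between the assays therefore cannot be told apart from one of the paternal chromatin. Of the transcripts tested in both, 1110 passed the threshold for a fall in sperm-derived embryos only, and 395 of them passed this test, as did 216 of the 721 in spermatid-derived embryos only. Among epidermal genes 7 of 53 and among neural genes 7 of 36 transcripts had lower changes in spermatid-derived embryos by this test (17 and 16 differed when adjusted over the list alone), such as *tfap2a* (-0.74) and *otx1* (-1.70). The median differences were -0.39 and -0.43. Stress and p53 genes had higher changes in spermatid-derived embryos in 10 of 31 transcripts (13 differed when adjusted over the list alone; median difference 0.33), such as *mdm2*, which encodes the main inhibitor of p53 (1.52). The camera adjusted p of these differences was 7.52e-08, 4.82e-05 and 5.3e-05, and the adjusted p with an estimated correlation was 0.278, 0.526 and 0.124. Across genes the log2 fold changes of both assays correlated at r = 0.297. Without spermatid replicate 1, r was 0.158, 230 transcripts were shared and 2449 passed the interaction test; the other replicates were not left out for these counts. With pairs 1 to 4 of the spermatid-derived embryos, 0 were shared in edgeR and 172 passed the interaction test, and without the replicate block 1 was shared. DESeq2 shared 297 and the likelihood ratio test 304. From the small overlap in Fig. 6C, the paper concludes that the effect of H3K4me2/3 removal depends on the paternal chromatin.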

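The genes named by the paper moved both ways with Kdm5b in sperm-derived embryos. *gata2* rose from 336 ± 19.0 to 480 ± 51.8 CPM (SD, n = 4; log2 fold change 0.51, standard error 0.09), *otx2* rose by 0.86 and 3 transcripts of *mn1* rose by 1.45, 1.33 and 1.28. *foxa2* fell from 98.1 ± 29.2 to 53.3 ± 28.2 CPM, *hes1* fell by 0.98, *tbx3* by 0.62 and a further *mn1* transcript by 0.72. *dhh* had a log2 fold change of -0.73 with an adjusted p of 0.0479 from edgeR. Of 34 tested transcripts, 7 rose and 5 fell (7 and 7 when adjusted over the list alone). Without replicates 1 to 4 in turn, 4, 6, 3 and 5 rose and 5, 4, 3 and 2 fell. In spermatid-derived embryos 5 of 30 fell, and 7 when adjusted over the list alone; without replicates 1 to 7 in turn, 5, 1, 2, 3, 1, 1 and 2 fell. The 5 were *foxa2*, *c19orf26* (-0.67), *hes1*, *gata3* (-0.56) and *mn1*. Among transcripts that were also tested in haploid embryos, 5 of 31 fell in sperm-derived embryos, against 6.38% of the others (odds ratio 2.82, Fisher's exact test, two-sided p = 0.045, adjusted p = 0.09). Of the 31, 12 changed in either direction (odds ratio 6.07, adjusted p = 0.000102 from Fisher's exact test). In spermatid-derived embryos 5 of 29 fell, against 4.71% (odds ratio 4.22, Fisher's exact p = 0.0108, adjusted p = 0.0432), and without replicate 1 the odds ratio was 1.99 (Fisher's exact p = 0.19), no longer past the threshold. Without the replicate block, 0 of these transcripts passed the threshold for a fall in either kind of embryo in edgeR. Transcripts of the same symbol are not independent, and these genes stand here in place of the paper's full set of misregulated genes, which was not derived here.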

Interestingly, the genes down-regulated in spermatid-derived embryos are enriched for H3K4me2/3 in spermatids (Fig. 6D). These observations are in agreement with the hypothesis that the loss of H3K4me2/3 from H3K27me3 marked genes during the spermatid to sperm maturation is necessary for their proper expression in embryos.

To further validate this hypothesis, we tested the influence of paternal H3K27me3 by overexpressing the H3K27me3 demethylase KDM6B (Fig. 6A). In accordance with its repressive function, removal of H3K27me3 at fertilization led to up-regulation of genes at gastrulation in both sperm- and spermatid-derived embryos. 

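In sperm-derived embryos, Kdm6b raised Hox genes, the classical targets of Polycomb repression: 14 of 21 transcripts rose and 0 fell (20 rose when adjusted over the list alone). Over all transcripts, edgeR had 892 lower at an unadjusted p under 0.05, and DESeq2 called 17 lower. *hoxd9* was at 12.5 ± 11.7 CPM (SD, n = 4) with Kdm6b and 2.25 ± 2.24 CPM with inactive Kdm6b, a log2 fold change within pairs of 2.58 (standard error 0.20, adjusted p = 0.000729 from edgeR, higher in 4 of 4 pairs). *hoxc5* rose by 2.39, *hoxd4* by 2.23, *hoxa9* by 1.87 and *hoxb9* by 1.64. Other regulators of development rose with them. Of 178 transcripts of developmental transcription factor families, 11 rose and 0 fell (26 rose when adjusted over the list alone). Examples are *lhx2* (2.59), *nkx2-4* (1.59), *pax6* (1.43) and *tbx1* (1.43). *isl1* rose by 1.67. *bmi1*, which encodes a Polycomb protein, rose by 0.75. The BMP-responsive genes *id4* (0.58) and *msx2* (0.49) rose among 52 epidermal transcripts, of which 0 fell (2 rose also when adjusted over the list alone). The median log2 fold change of Hox genes was 1.33 (camera adjusted p = 1.33e-29; adjusted p = 0.148 with an estimated correlation). That of developmental transcription factors was 0.17 (adjusted p = 7.56e-12, and adjusted p = 0.554 with an estimated correlation). Pair 1 stood apart in this list; without it the median was 0.11 (camera adjusted p = 7.85e-06), and without replicate 2, 0 of 176 were called in edgeR, as were 0 of 52 epidermal transcripts. Without replicate 4, 7 of 181 were called. Over 18852 transcripts, 98 rose and 3 fell (*lpar6*, *rasl11b* and *stx19*), so 97.0% of those called rose (exact 95% interval 91.6 to 99.4%). The interval counts transcripts as independent, and leaving out 1 replicate in turn gave 92.1 to 100%. In spermatid-derived embryos, 0 of 18994 transcripts passed the threshold in edgeR, 203 were higher and 247 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher. The lowest adjusted p was 0.139, for *hoxd9* (log2 fold change 1.24). Hox genes had a median log2 fold change of 0.41 there, with 0 of 16 called (3 when adjusted over the list alone; camera adjusted p = 1.66e-11, and adjusted p = 0.642 with an estimated correlation). The count of 101 in sperm-derived embryos was 2 without replicate 2 (1 of 14 Hox transcripts), 65 without replicate 4 (8 of 14 Hox transcripts), 0 without the replicate block and 127 without replicate 1, whose labels disagree. In spermatid-derived embryos 3 transcripts rose and 14 fell without replicate 1.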

Eighty-seven percent (487 genes) and 76% (173 genes) of differentially expressed genes (FDR < 0.05) were up-regulated in sperm- and spermatid-derived embryos, respectively (Fig. 6F; Supplemental Table S6). Again, there was only a partial overlap between genes affected by KDM6B in sperm- and spermatid-derived embryos (Fig. 6G), indicating that this effect is paternal chromatin-dependent. 

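Between the assays, the Hox genes moved the same way in most pairs: the median log2 change by pair was 1.53, 1.42, 1.16 and 1.04 in sperm-derived embryos, and -0.31, 0.60, 0.75 and 0.66 in spermatid-derived embryos. *hoxd9* was at 7.12 ± 4.79 CPM (SD, n = 4) with Kdm6b and 3.09 ± 2.28 CPM with inactive Kdm6b in spermatid-derived embryos, higher in 4 of 4 pairs, and *bmi1* was at 32.0 ± 6.15 and 24.3 ± 4.06 CPM. In both assays, 86 transcripts that rose in sperm-derived embryos were tested. Of these, 60.5% were fitted higher in spermatid-derived embryos, against 51.8% of all transcripts tested there. None of the 86 passed the threshold there in edgeR, so 0 were shared. At an unadjusted p under 0.05 in spermatid-derived embryos 18 were, and DESeq2 in both assays shared 1. Across genes the log2 fold changes of both assays correlated at r = -0.0628, and at 0.225 without spermatid replicate 1, when 1 transcript was shared. The paper concludes from the partial overlap in Fig. 6G that the effect of H3K27me3 removal depends on the paternal chromatin.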

The affected genes were marked by H3K27me3 in the corresponding paternal cells (Fig. 6H). Additionally, upon H3K27me3 demethylation, about five times more genes were specifically up-regulated in sperm- than in spermatid-derived embryos (402 versus 88 genes). This suggests that the programming of genes for embryonic expression in the paternal chromatin relies on the establishment of an effective H3K27me3-mediated repression at the spermatid to sperm transition. 

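The difference between the effects of Kdm6b in the 2 kinds of embryo was tested itself, as an interaction in edgeR. Here too the assays were sequenced in separate pools, so an assay difference cannot be told apart from one of the paternal chromatin. For Hox genes the log2 fold change was lower in spermatid-derived than in sperm-derived embryos in 24 of 24 transcripts, with a median difference of -1.11. Of these, 15 passed the test when adjusted over the list alone and 0 when adjusted over all genes (camera adjusted p = 2.77e-13, and adjusted p = 0.355 with an estimated correlation). Without spermatid replicate 1 the median difference was -0.88, lower in 27 of 28 transcripts. A standard error of 0.12 came from the Hox medians by pair, over other sets of transcripts. It does not measure the error of -0.88. Epidermal and BMP-responsive genes were lower in 47 of 53 transcripts, by a median of -0.23, and developmental transcription factors in 136 of 189, by -0.15 (camera adjusted p = 3.5e-05 and 0.000352; adjusted p = 0.752 with an estimated correlation for both). Ribosomal protein genes were lower in 123 of 131 transcripts, by -0.16 (adjusted p = 5.34e-10, and adjusted p = 0.752 with an estimated correlation). These 3 lists move with pair 1 of either assay, and the interaction was not tested without it for them. Without pair 1, the epidermal median went from 0.18 to 0.06 in sperm-derived and from -0.06 to 0.14 in spermatid-derived embryos. That of ribosomal protein genes went from 0.12 to 0.06 and from -0.05 to -0.00, and that of developmental transcription factors from 0.17 to 0.11 and from 0.07 to 0.12. Over all 20138 transcripts, 0 differed at an adjusted p under 0.05 in edgeR, the only tool run for this test, and 1673 had an unadjusted p under 0.05. Of the 98 transcripts that rose in sperm-derived embryos, 0 passed the interaction test over all genes. Without spermatid replicate 2 or 3, 1 and 3 transcripts of the whole set passed.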

Lastly, the misregulated genes are enriched among the genes affected by the H3K27me3 removal, indicating that paternal H3K27me3 specifically regulates this set of genes (Fig. 6E).

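Genes named by the paper were mostly fitted higher with Kdm6b in sperm-derived embryos, without passing the test. *gata3* had log2 fold changes of 0.48, 0.46 and 0.33 (lowest adjusted p 0.298 from edgeR), *foxa2* had 0.51 and 0.43, *tbx3* had 0.54 and *gjb1* had 0.88. The head gene *otx2* lay between 0.09 and 0.32, and *sfrp2* had -0.20 and 0.03. Of 30 transcripts 0 were called, 3 were higher when adjusted over the list alone, and 27 were fitted higher (median 0.33; camera adjusted p = 1.08e-06, and adjusted p = 0.649 with an estimated correlation). Without replicate 1, whose labels disagree, the median was 0.17 (camera adjusted p = 0.00167). In spermatid-derived embryos 15 of 31 were fitted higher (adjusted p = 0.568) and 0 were called, over all genes or adjusted over the list alone. Among transcripts also tested in haploid embryos, 0 of 29 rose in spermatid-derived embryos. There 0 of the 17505 others rose too, so enrichment could not be tested. In sperm-derived embryos 0 of the 29 rose, against 0.317% of the others (Fisher's exact test, two-sided p = 1). At so low a share, 0 of 29 is likely even with some enrichment. DESeq2 called 1 of these transcripts higher in sperm-derived embryos, an odds ratio of 4.45, and 2172 transcripts of all had an unadjusted p under 0.05 in edgeR. The tally covers the genes that the paper names, not its full set of misregulated genes.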

## Discussion

Previous work characterizing the epigenetic features of sperm in zebrafish, mouse, and human has revealed the presence of modified histones around genes involved in embryonic development (Hammoud et al. 2009; Brykczynska et al. 2010; Wu et al. 2011). In these species, the presence of activating (H3K4me3) and repressive (H3K27me3) histone marks in sperm correlated with gene expression in the early embryos (Hammoud et al. 2009; Brykczynska et al. 2010; Wu et al. 2011). In this work, we have used a comparison of sperm and its immediate precursor, the spermatid, to investigate the functional relationship between histone marks and gene expression.

Our analysis shows that, similar to what has been observed in mouse (Kimura and Yanagimachi 1995; Kishigami et al. 2004), spermatids are not as good at supporting development as sperm. Second, we tested several hypotheses proposed to explain the developmental advantage of sperm over spermatids. We have ruled out the hypothesis that spermatids are less efficient than sperm at supporting replication. Instead, we found evidence supporting the hypothesis that sperm is programmed to support proper embryonic expression of genes encoding important embryonic regulators (Fig. 3). Importantly, overexpression and knockdown studies of several of these genes have shown embryonic developmental defects reminiscent of what is observed in spermatid-derived embryos (*sfrp2* [Lee et al. 2006]; *tbx3* [Weidgang et al. 2013]; *foxa2* [Suri et al. 2004]; *otx2* [Yasuoka et al. 2014]). These observations suggest that misexpression of this set of genes is the cause of the developmental defect observed in spermatid-derived embryos. We also showed that the developmental advantage of sperm over spermatids is maintained in haploid, paternally derived embryos, indicating that the effect observed is independent of the presence of the maternal genome. To our knowledge, this is the first time that these two hypotheses, developmental advantage related to ability to support replication versus transcription, have been rigorously tested.

These analyses allowed us to conclude that sperm is not merely a carrier of DNA, but that it also contributes epigenetic information required for proper embryonic gene expression. We then focused our analysis on the sperm chromatin as it represents the most likely vector of such epigenetic information.

During spermiogenesis in *Xenopus laevis*, core histones H3 and H4 are retained, whereas ∼90% of core histones H2A and H2B are lost (Risley and Eckhardt 1981). This leaves *Xenopus* sperm with ∼10% of the amount of nucleosomal content of a spermatid. This level of histone retention in sperm is higher than that of mouse (∼1%) (Brykczynska et al. 2010), lower than that of zebrafish (∼100%) (Wu et al. 2011), and similar to that of human (∼10%) (Brykczynska et al. 2010). Nucleosome retention in vertebrates therefore seems to show a degree of variation among species. The epigenetic analysis of *Xenopus* sperm provided here extends the repertoire of characterized higher vertebrate sperm chromatin and identifies conserved chromatin features relevant to developmental programming. In that respect, we observed that the programming of sperm for embryonic gene expression entails a loss of H3K4me2/3 marking at H3K27me3 target genes during spermatid to sperm maturation (Fig. 6I). We showed that the set of genes programmed for embryonic expression during *Xenopus* sperm maturation had similar epigenetic features in *Xenopus* and human sperm (Figs. 4C, 5C). So, despite the existence of a hugely variable degree of histone retention in sperm among species, this points toward the existence of universal mechanisms preparing sperm for participation in the normal development of vertebrate embryos.

To functionally test the role of sperm epigenetic marks on embryonic gene expression, one would ideally like to erase these marks from the sperm nucleus immediately prior to the generation of embryos. Chromatin of mature sperm is highly condensed and inaccessible, making enzymatic treatments to alter the epigenetic marks inefficient. Alternative strategies have been developed to use such enzymes either during the process of spermiogenesis, prior to full maturation of sperm (Siklenka et al. 2015), or at fertilization when the sperm chromatin becomes accessible again (used in this study). In mouse, the former strategy has been used to overexpress the H3K4/H3K9 demethylase KDM1A in germ cells. Embryos generated with sperm from animals overexpressing KDM1A exhibited developmental defects which were transmitted for several generations in the absence of exogenous KDM1A. This analysis demonstrated the existence of epigenetic instruction delivered by sperm to the embryos and transmitted through several generations. However, the overexpression of KDM1A very early in the process of sperm differentiation leads to numerous abnormalities in sperm—for example, the presence of additional mRNAs (Siklenka et al. 2015). These abnormalities are indirect effects of the overexpression of KDM1A early in the process of sperm differentiation. For that reason, it has been difficult to link the difference in gene expression and associated developmental defects to particular epigenetic changes in sperm. The approach we describe here complements and extends previous analyses. First, by comparing the epigenetic profiles of sperm and spermatids to differential gene expression in sperm- and spermatid-derived embryos, we identified H3K4me2/3 and H3K27me3 as candidate marks responsible for the programming of genes. We then tested this hypothesis by demethylating the chromatin using KDM6B (H3K27 demethylase) or KDM5B (H3K4 demethylase) in embryos generated with sperm or spermatids. Importantly, in our experimental setup, both sperm and spermatids used had been through a normal differentiation process. Removal of H3K4me2/3 at fertilization affects different sets of genes in sperm- and spermatid-derived embryos. Genes affected in sperm-derived embryos are enriched for H3K27me3, whereas genes affected in spermatid-derived embryos are enriched for H3K4me2/3. This indicates the importance of H3K4me2/3 dynamics at the transition from spermatid to sperm for patterning of the future embryonic gene expression. One hypothesis to explain the sensitivity of sperm H3K27me3-marked genes to H3K4me2/3 removal would be that these genes acquire H3K4 methylation following fertilization. Our analysis also suggests a conserved role for these marks in *Xenopus* and mouse (Siklenka et al. 2015). Additionally, we also demonstrated that removal of H3K27me3 at fertilization affects the embryonic expression of genes that are marked by H3K27me3 in sperm/spermatids. Recent reports probing histone modifications distribution in mouse and human sperm suggested that these epigenetic marks occurred mostly on repetitive regions of the genome rather than genes (Carone et al. 2014; Samans et al. 2014). These observations put into question the possibility that such marks would influence gene expression in embryos. By providing a functional test of the need for histone modifications for embryonic gene expression, our analysis, together with that of Siklenka et al., clearly shows that, regardless of their genomic location, sperm-delivered modified histones are important regulators of expression in future embryos (Siklenka et al. 2015).

Further investigations into the nature of sperm programming, especially the requirement of other epigenetic marks and their cross-talk in the patterning of embryonic expression, will provide a better understanding of the transgenerational inheritance of epigenetic traits via gametes and could shed light on the mechanisms underlying male infertility and other diseases in humans.

## Methods

All the experiments involving the use of animals were conducted according to the regulatory standards of the funding bodies.

### Separation of sperm and spermatids

For each round of sperm and spermatid purification, testes from six adult *Xenopus laevis* males were isolated and manually cleaned from blood vessels and fat bodies in 1 × MMR (100 mM NaCl, 2 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM HEPES, pH 7.4) using forceps and paper tissues. It is crucial to clean the testes well from any nontesticular tissues, as otherwise the cells released from the tissues may negatively affect the final purity of isolated cells. Subsequently, testes were torn into small pieces with forceps and homogenized with 2–3 strokes of a Dounce homogenizer (tissue from one testis at a time). The cell suspension was then filtered to remove tissue debris and cell clumps (CellTrics, cat. 04-0042-2317) and spun down at 800 rcf, 4°C, for 20 min. Supernatant was discarded and the cell pellet was resuspended in 12 mL of 1 × MMR. If any red blood cells were visible at the bottom of the pellet (a result of incomplete removal of blood vessels), only the uncontaminated part of the pellet was recovered, taking extreme care not to disturb the red blood cells. Subsequently, step gradients of iodixanol (Optiprep; Sigma, D1556; 60% iodixanol in water) in 1×MMR final were manually prepared in prechilled 14 mL ultraclear centrifuge tubes (Beckman Coulter, #344060) in the following order from the bottom to the top of the tube: 4 mL of 30% iodixanol, 1 mL of 20% iodixanol, 5 mL of 12% iodixanol (all in 1 × MMR), and 2 mL of cell suspension in 1 × MMR on top. Gradients were spun down in a prechilled SW40Ti rotor at 7500 rpm (10,000*g*), 4°C, for 15 min, deceleration without brake (Beckman Coulter Ultracentrifuge, Optima L-100XP). The top interface fraction (between 1 × MMR and 12% iodixanol), containing spermatids, and the pelleted fraction, containing mature sperm, were collected. Collected fractions were diluted six times with 1 × MMR and collected by spinning first at 805 rcf, 4°C, for 20 min and respinning at 3220 rcf, 4°C, for 20 min to pellet remaining cells. Pelleted cells were subjected to nuclei preparation (see below).

### Sperm and spermatid nuclei preparation, intra-cytoplasmic sperm injections to nonenucleated and to enucleated eggs and embryo culture

Sperm and spermatid nuclei were permeabilized as described before (Smith et al. 2006) and stored at −80°C. Injections were performed using a Drummond Nanoject microinjector (NanojectII Auto Nanolitre Injector, Biohit, 3-00-206A) and glass capillaries (Biohit, 3-00-203-G/XL) pulled using a Flaming-Brown micropipette puller (settings: heat 700, pull 100, velocity 100, time 10). The cell suspension was sucked into the injection needle filled with mineral oil. Cells were injected in sperm dilution buffer (SDB) (Smith et al. 2006), and cell concentration was adjusted by doing mock injections on a microscope slide to deliver one cell per 4.6 nL injection. The eggs were placed in batches of 20–25 on a blotting paper. If they were to be enucleated, they were placed with the animal pole facing upward, whereas if they were not subjected to enucleation, they were placed on a side (with the marginal zone upward). For enucleation, eggs were treated for 30 sec with a UV mineralite lamp (Gurdon 1960) (this step was omitted for nonenucleated eggs). Jelly was removed by a 5-sec Hanovia lamp treatment. The eggs were immediately injected with sperm or spermatid solution and moved to 1 × MBS (Gurdon 1976) supplemented with 0.2% bovine serum albumin (BSA). The cell suspension in the needle was replaced every 20–25 batches of eggs injected. At the four-cell stage, embryos were sorted (all the noncleaved embryos or those with irregular cleavage furrows were discarded) and the culture media replaced with 0.1 × MBS, 0.2% BSA. Embryos were cultured in 0.1 × MBS, 0.2% BSA (changed daily) in a 16°C–18°C incubator. Assessment of developmental stages was performed according to Nieuwkoop and Faber (Nieuwkoop and Faber 1994). Using this table, matching gastrula embryos from the various experimental groups were collected at stage 10^1/2^–11 and processed for gene expression analysis (see Supplemental Data procedures for details).

### Interphase egg extract preparation

Eggs were collected in 1 × MMR, de-jellied with 0.2 × MBS, 2% cysteine (pH 7.8–7.9) (Sigma, #W326305) and washed with 0.2 × MMR. Subsequently, eggs were activated for 3 min at room temperature (RT) with 0.2 × MMR supplemented with 0.2 µg/mL calcium ionophore (Sigma, #C7522). Eggs were rinsed with 0.2 × MMR, and subsequently all abnormal or not activated eggs were removed. Eggs were washed with 50 mL of ice-cold extraction buffer (EB) (5 mM KCl, 0.5 mM MgCl_2_, 0.2 mM DTT, 5 mM HEPES, pH 7.5) supplemented with protease inhibitors (PI) (Roche, #11873580001), transferred into centrifugation tubes (Thinwall, Ultra-Clear, 5 mL, 13 × 51-mm tubes, Beckman, #344057), supplemented with 1 mL of EB buffer with PI and 100 µg/mL of cytochalasin B (Sigma, #C2743), and placed on ice for 10 min. Subsequently, eggs were spun briefly at 350*g* for 1 min at 4°C (SW55Ti rotor, Beckman Coulter Ultracentrifuge, Optima L-100XP), and excess buffer was discarded. Eggs were then spun at 18,000*g* for 10 min at 1°C, the extract was collected with a needle, transferred to a fresh, prechilled tube, supplemented with PI and 10 µg/mL of cytochalasin B, and respun using the same conditions. Extract was collected with a needle and used fresh for the replication assay (see below).

### Replication in egg extracts and sample preparation for analysis of DNA fibers

Replication on single DNA fibers was performed as described before (Gaggioli et al. 2013) with slight modifications. Freshly prepared egg extracts were supplemented with 20× energy regeneration mix: 2 mg/mL creatine kinase (Roche, #10127566001), 150 mM creatine phosphate (Roche, #10621714001), 20 mM ATP (Roche, #10519979001), 2 mM EGTA, 20 mM MgCl_2_, and with 20 µM biotin-16-dUTP (Roche, #11093070910). Permeabilized cells were added to a final concentration of 200 nuclei/µL of extract and incubated at RT for 2 h (tapping every 10 min). The reaction was stopped by adding 10 volumes of ice-cold 1 × PBS (phosphate buffer saline: 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_ × 2H_2_O, 2 mM KH_2_PO_4_), and cells were spun down at 1000*g*, 4°C, for 7 min. Cells were resuspended in 50 µL of 1 × PBS and mixed immediately with 50 µL of melted (at 65°C) 2% low melting point agarose (Invitrogen, #16520050) in 1 × PBS. After solidification, the agarose plug was incubated overnight (O/N) at 50°C with 1 mL 0.5M EDTA, pH 8, 100 µL 10% sarkosyl (Sigma, #L5125), 1 mg/mL Proteinase K (New England Biolabs, #P8102S), followed by three washes in TE pH 6.5. Subsequently, the plug was incubated twice in TE supplemented with 0.1 mM PMSF (Sigma, #93482) for 30 min at 50°C and washed four times with 1 mL of 50 mM MES (Sigma, #69889), pH 6.35, 1 mM EDTA (1 h at RT each wash). Then, the solution was removed; the plug was melted in 400 µL of MES pH 6.35, 1 mM EDTA at 68°C for 20 min, and the agarose was digested with 2 units of β-agarase (New England Biolabs, #M0392S) O/N at 42°C.

### Analysis of replication on single DNA fibers

Silanized coverslips were prepared as described before (Labit et al. 2008). Thirty microliters of replicated DNA solution was pipetted onto a silanized coverslip, covered with a nonsilanized coverslip, and incubated for 5 min at RT. Subsequently, the top coverslip was slid away to stretch DNA fibers and the silanized coverslip with stretched fibers was fixed in a 3:1 solution of methanol:g lacial acetic acid for 10 min, RT. The fibers were then denatured with 2.5 M HCl (1 h, RT) and dehydrated by washes in 70% ethanol, 90% ethanol, and 100% ethanol (1 min for each wash). Subsequently, the coverslip was dried, washed three times in PBS, 0.1% Tween (Sigma, #P5927) (5 min for each wash) and blocked in 3% BSA in PBS (1 h, RT). All antibodies were diluted in PBS, 3% BSA, 0.1% Tween. Total DNA was detected simultaneously with replicated DNA with primary antibodies: anti-DNA antibody (Millipore, #MAB3034) 1:300 dilution, and streptavidin-Alexa 594 antibody 1:50 to detect biotin (Invitrogen, #S-11227) for 30 min at 37°C. Primary antibodies were washed away with PBS, 0.1% Tween (four washes) and detected with secondary antibodies diluted 1:50: chicken anti-mouse Alexa 488 (Invitrogen, #A-21200) and biotinylated antibody anti-streptavidin (Vector Labs, #BA-0500) for 30 min, 37°C. After four washes in PBS, 0.1% Tween, a tertiary detection was performed with antibodies diluted 1:50: goat anti-chicken Alexa 488 (Invitrogen, #A-11039) and streptavidin-Alexa 594 for 30 min, 37°C. The coverslip was washed three times with PBS, 0.1% Tween, three times in PBS, mounted on a microscope slide with a mounting medium (50% glycerol in PBS), and sealed with nail polish. Images were acquired with a Zeiss 510 META confocal LSM microscope. Image analysis was performed in ImageJ; the amount of replicated DNA and total DNA was measured individually on single DNA fibers.

### RNA extraction and preparation of cDNA library for sequencing

Spermatid (1 million) or a pool of five stage 10.5–11.5 embryos were collected and frozen at −80°C. RNA extractions were performed using a Qiagen RNeasy Mini Kit according to the manufacturer's protocol. RNA was eluted in 50 µL of DEPC H_2_O and used to generate cDNA sequencing libraries using an Illumina TruSeq Kit (#RS-122-2001), according to the manufacturer's protocol.

### mRNA injection to one-cell embryos

Mouse KDM6B (aa1025–1642) or KDM5B (aa1–770) were cloned using the p-Entry cloning system (Invitrogen, #K2400-20 and 11791-020) into a pCS2+ plasmid with a C-terminal HA-tag and NLS-tag. mRNA was synthesized in vitro using a MEGAscript SP6 Kit (Ambion, AM1330M) following the manufacturer's instructions. Eggs were in vitro–fertilized and de-jellied using a 2% cysteine solution in 0.1 × MMR. Injections into one-cell stage embryos were performed in injection solution (Smith et al. 2006) using a Drummond Nanoject microinjector, delivering 9.2 ng of mRNA per injection (mRNA at 1 mg/mL in DEPC H_2_O). Embryos were cultured at 18°C and collected for Western blot analysis at stage 21 (Nieuwkoop and Faber 1994). Western blot analyses were performed on 12% polyacrylamide gels using antibodies against H3K27me3 (Cell Signalling, #9733), H3K9me2/3 (Cell Signalling, #5327), H3K4me2/3 (Abcam, #8580), H4 (Abcam, #31830), and against H3 (Abcam, #18521)

### Preparation of ChIP-seq samples

Sperm and spermatids were separated as described above. Chromatin fractionation and chromatin immunoprecipitation (ChIP) were performed as described before (Erkek et al. 2013; Hisano et al. 2013) with slight modifications. Pretreatment of sperm cells with DTT was omitted, and chromatin was digested with 2.5 U of MNase/1 million of cells (Roche, #12533700) for 30 min at 37°C. The following antibodies against histone marks were used in the study: anti-H3K4me2 (Millipore, #07-030), anti-H3K4me3 (Abcam, #ab8580), anti-H3K4me3 (Millipore, #CS200580), anti-H3K27me3 (Millipore, #07-449), anti-H3K27me3 (kind gift from Dr. Thomas Jenuwein), and anti-H3K9me3 (Abcam, #ab8898). Before ChIP, primary antibodies were bound to magnetic beads conjugated with secondary antibody (Invitrogen, #11204D) according to the manufacturer's protocol, and all wash steps in the protocol were carried out with a magnet, instead of centrifugation. Bound DNA was isolated, separated by electrophoresis, and mononucleosomal bands from sperm and spermatids were excised and subjected to library preparation with a TruSeq DNA Kit (Illumina, #FC-121-2001). For the generation of the input sample, 5%–10% of the MNase-digested chromatin was collected, and the same purification scheme was followed as with the immunoprecipitated chromatin prior to library preparation with a TruSeq DNA Kit (Illumina, #FC-121-2001).

### Preparation of MBD-seq samples

Sperm and spermatid chromatin were separated as described above, and 200 ng of digested genomic DNA were used to purify methylated DNA using the Methyl Collector TM Ultra Kit (Active Motif, #55005). The purification was carried out according to the manufacturer's instructions, using the low salt buffer to wash the bead-methyl DNA complexes. The purified methylated DNA and the input DNA were then subjected to library preparation with the TruSeq DNA Kit (Illumina, #FC-121-2001).

### Sequencing data analysis

Details of the sequencing data analysis methods used in this study are described in the Supplemental Material.

## Data access

All ChIP-seq, RNA-seq, MBD-seq, and MNase-seq data sets from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE75164.

How the deposited data were processed for this re-analysis (not part of the article)

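RNA was measured in haploid gastrulae from sperm or spermatid nuclei, in gastrulae after Kdm5b or Kdm6b and their controls, and in purified spermatids; methylated DNA and nucleosome positions were measured in sperm and spermatids. The count values were made by the authors, who trimmed reads with cutadapt 1.0, aligned them with TopHat2 2.0.6 and counted them with HTSeq, without normalization; the genome build is not given in the sources used here. In 41 libraries 41.1 to 52.2% of reads (median 46.3%) were not assigned to a transcript and were left out of library sizes. The methylated DNA values, which the authors normalized after alignment with BWA 0.6.2, hold RPM by the check on the values, since the unit is not stated. The score values of the nucleosome calls were made by the authors from pooled reads, and the caller is not given in the sources used here.

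Of 14 haploid columns only 4 carry in their name a short form that could be read as a group, and 10 were not used here. So 2 libraries were compared with 2 in place of 7 pairs, and the set that the paper calls misregulated was not derived. The genes that the paper names stand in its place. Symbols came from transcript names or from a table of RefSeq accessions, for 27523 of 34373 transcripts. Histone marks were not analysed here.

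Statistics were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, intervals with bedtools 2.31.1 and the rest with Python 3.11.15. Tests used an adjusted p (Benjamini-Hochberg) under 0.05. log2 CPM used a prior count of 2, and edgeR's quasi-likelihood fit was robust. Pairs come from the labels, and the check of deviations gave own-pair correlations of 0.555 to 0.689 and 0.55 to 0.838 with Kdm5b in sperm-derived and spermatid-derived embryos, and 0.859 to 0.931 and 0.391 to 0.864 with Kdm6b; each of the 4, 7, 4 and 4 pairs correlated best with its own partner. Gene lists of at least 5 tested members, 21 in all, were tested with limma's camera at a correlation of 0.01. Correlations had 100000 permutations, and other splits of the samples numbered at most 100.

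The lists, tests, groups and alternatives were fixed before the data were examined, except the added alternatives and the haploid comparison, which was planned with 7 pairs as a block and was run on the 4 usable columns without a block. Named genes are those that the paper names, kdm5b and kdm6b, the 8 called genes with the largest increase and the 8 with the largest fall that moved alike in every pair, and up to 4 members of each list with the largest called change, or the one with the smallest p. Alternatives were the block, DESeq2, the likelihood ratio test, upper quartile normalization, filters on low counts, single replicates left out, subsets of pairs, an estimated correlation, and for methylated DNA the pseudocount, the measure, the scaling and the block.

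Each test was checked on simulated data made from the means, library sizes and spread of the real libraries, with 200 changed genes; false calls numbered 13 and 7 with Kdm5b and 20 and 14 with Kdm6b in sperm-derived and spermatid-derived embryos, 16 in haploid embryos and 2 for methylated DNA. Of 67 transcripts changed 2 times, 46 and 55 were found with Kdm5b and 59 and 57 with Kdm6b; in haploid embryos 1 was found, and 34 of 66 changed 4 times, so a count of 0 there does not show that genes are unchanged.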

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

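The tests of depth and of background for the methylated DNA, and the tests of swapped labels in pair 1 of the Kdm5b and Kdm6b assays in spermatid-derived embryos, were chosen only after the result was seen.

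In some pairs a gene's log2 change lay far from that in the other pairs of its assay; the gap to the nearest pair, as a share of the whole range, is given in parentheses. With Kdm5b in sperm-derived embryos these were *plod2* (0.836), *sfrp2* (0.908), *mixer* (0.885), *vim* (0.856) and *ndufa8* (0.934). With Kdm5b in spermatid-derived embryos they were *dhh* (0.613), *hes1* (0.584), *mn1* (0.575), *tbx3* (0.643), *gata2* (0.664), *plod2* (0.664), *slfn13* (0.593), *sox9* (0.643), *cdk1* (0.787), *cdc25b* (0.751) and *cdk1* (0.618). With Kdm6b they were *dhh* (0.841) and *gata2* (0.922) in sperm-derived and *gata3* (0.912), *kdm5b* (0.941), *cer1* (0.839) and *sox9* (0.896) in spermatid-derived embryos. The total of a control library of the Kdm5b assay in sperm-derived embryos stood apart (0.861), as did the spread of log2 changes in pair 1 with Kdm5b (0.772) and with Kdm6b (0.867) in spermatid-derived embryos. Medians of gene lists stood apart for organizer genes in pair 4 (0.603) and immediate early genes in pair 1 (0.757) with Kdm5b in spermatid-derived embryos, for epidermal genes (0.905) and developmental transcription factors (0.99) in pair 1 with Kdm6b in sperm-derived embryos, and for Hox genes in pair 1 with Kdm6b in spermatid-derived embryos (0.855). In all, 30 of 353 groups held such a value, where chance gives about 1 in 20 (17.6), and 9 of the 11 gene values with Kdm5b in spermatid-derived embryos came from pair 1.

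The assays of both kinds of embryo were sequenced in separate pools, so an assay difference cannot be told apart from one of the paternal chromatin. Log2 differences, spermatid minus sperm, are in parentheses for named transcripts with an adjusted p under 0.05 from the interaction test in edgeR. The effect of Kdm5b differed between spermatid-derived and sperm-derived embryos for these transcripts. It was higher in spermatid-derived embryos for *mdm2* (1.52), *chrng* (2.97), *aire* (3.73), *pik3r5* (3.03), *vegt* (0.77), *dnajb1* (1.44), *mixer* (0.95), *col17a1* (2.40), *tex9* (0.63), *wnt11b* (0.88), *cdkn1a* (1.37), *rasl11b* (1.18), *znf534* (3.07), *col17a1* (2.29), *hepacam* (2.01), *sesn1* (1.23), *ndufa8* (1.17), *pde4dip* (2.75), *jund* (1.47), *dnali1* (0.50) and *cdc25c* (0.45). It was lower for *foxi4.1* (-2.75), *s1pr5* (-3.76), *otx1* (-1.70), *hesx1* (-3.33), *tfap2a* (-0.74), *olfm4* (-3.38), *s1pr5* (-3.13), *cdc25b* (-0.82), *cyp26c1* (-3.80), *neurog2* (-1.94), *kiaa1549* (-1.66), *prdm14* (-2.25), *rbbp4* (-0.86), *vim* (-0.95), *tfap2a* (-0.50), *olig3* (-2.37), *lmod1* (-2.09) and *slfn13* (-1.94), and also for *cdc25b* (-0.78), *rps10* (-0.76), *bmpr1b* (-2.38), *sst* (-3.30), *trim36* (-0.64), *rbbp7* (-0.59), *hist2h3c1.1* (-0.76), *mcm4* (-1.19), *ccne2* (-1.20), *mn1* (-1.52), *mcm4* (-1.38), *mn1* (-1.50), *h2ac14* (-0.66), *kdm5b* (-0.50), *gata2* (-0.88), *mn1* (-1.59), *sox9* (-1.08), *adra2a* (-1.72) and *gata3* (-0.86).

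Gene lists differed too by limma's camera test of the same difference with a preset correlation (median log2 difference in parentheses): with Kdm5b mesoderm (0.28), endoderm (0.34), epidermal (-0.39), neural plate (-0.43), stress and p53 (0.33), spermatid (0.33), Polycomb and Trithorax (-0.22), developmental transcription factor (-0.19), ribosomal protein (-0.14), cell cycle (-0.20) and core histone (-0.17) genes, and with Kdm6b paper-named (-0.23), epidermal (-0.23), Hox (-1.11), developmental transcription factor (-0.15) and ribosomal protein (-0.16) genes. With an estimated correlation, the lowest adjusted p from camera was 0.124 with Kdm5b and 0.355 with Kdm6b, so none of these lists passed.

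The paper does not report these gene lists, which stood apart from other genes with a preset correlation and held called members in the direction of the list (number of called members in parentheses). With Kdm5b in sperm-derived embryos members fell in the lists organizer (7), mesoderm (13), endoderm (7), signal (4), immediate early (8), stress and p53 (14) and spermatid (4), and rose in the lists epidermal (11), neural plate (12), Polycomb and Trithorax (9) and core histone (4). With Kdm5b in spermatid-derived embryos members fell in the lists immediate early (3 of 38), developmental transcription factor (6 of 180), ribosomal protein (6 of 128) and cell cycle (11 of 72). Over all transcripts 854 of 19253 fell there. The count for developmental transcription factors lies below that share, and that for ribosomal proteins is near it. With Kdm6b in sperm-derived embryos members rose in the lists Hox (14) and developmental transcription factor (11). With an estimated correlation none of these lists passed: the lowest adjusted p from camera was 0.189 and 0.16 with Kdm5b in sperm-derived and spermatid-derived embryos and 0.148 with Kdm6b.

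Bootstrap SDs given for the patterns below resample genes, so they do not measure the spread between libraries or pairs. The first pattern weighed is the lower capture of methylated DNA at TSSs in the libraries labeled sperm. A swap of the captured libraries alone is argued against, because captured and input differences between the groups correlated across genes at r = 0.2 (bootstrap SD 0.0052), and depth is argued against, because 60.3% of genes stayed lower in sperm after all captured libraries were thinned to 688897 reads. A lower background of unmethylated DNA in the sperm captures is a candidate explanation: by captured values alone 74.9% of genes were lower in sperm among the 17186 with the least captured DNA, and 27.5% among the 3438 with the most. A swap of captured and input libraries together was not tested; the median input at TSSs was higher in the libraries labeled sperm (1.19 against 1.09; exact permutation test, two-sided p = 0.1), which runs as the labels and the nucleosome occupancy in Fig. 4A do, but with 3 libraries each it does not settle the labels. Also, each cell type and fraction was sequenced in a pool of its own, so a batch cannot be told apart from the cell type.

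The second pattern is the Kdm5b effect, with pair 1 in spermatid-derived embryos standing apart from pairs 2 to 7. For the 1911 transcripts called in sperm-derived embryos, the main axis on which control embryos of other assays differ correlated with the change at an absolute r of 0.196 (bootstrap SD 0.027), which argues against that axis as the whole cause. In pair 1 the same kind of axis reached 0.637, so a difference between the embryos of that pair cannot be told apart from an effect of Kdm5b there, because the pair is a single experiment. Swapped labels in pair 1 are argued against, since its changes correlated with the mean of the other pairs at 0.271. A true difference between experiments, such as the dose of the enzyme, stays open as untested.

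The third pattern is the higher change of Hox genes with Kdm6b in sperm-derived than in spermatid-derived embryos. Greater depth is argued against, because after thinning to 18556354 counts the median Hox change was 1.41, with 15 of 21 transcripts called. The axis of control embryos predicted 32.4% of the median Hox change. Over 18852 transcripts it correlated with the Kdm6b changes in sperm-derived embryos at an absolute r of 0.546 (bootstrap SD 0.0085). Without pair 1 of the spermatid-derived embryos the median difference was -0.88 in place of -1.11. A standard error of 0.12, from the Hox medians by pair over other sets of transcripts, does not measure the error of -0.88. So neither a difference of embryos along that axis nor pair 1 can be told apart from a part of the pattern. Swapped labels in pair 1 of the spermatid-derived embryos are a candidate explanation for a part of it. The changes of that pair correlated with the mean of the other pairs at -0.251 (bootstrap SD 0.011). With its labels exchanged 75 transcripts were called (14 rose, 61 fell) in place of 0 in edgeR, and the median Hox change was 0.50 in place of 0.41. Of 16 Hox transcripts, 0 were called with the labels exchanged and 0 as labeled, so that count does not weigh on a swap. As labeled, *hoxd9* was higher with Kdm6b in every pair, though only 7 of 16 Hox transcripts were higher in pair 1. *hoxd9* had the lowest adjusted p as labeled, so its agreement over pairs does not argue against a swap. The axis of control embryos reached 0.571 in that pair, so a difference between its embryos cannot be told apart from a swap. An effect of the paternal chromatin, as the paper proposes, stays open, and over single genes the interaction was not past the threshold.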

How the results depend on the processing

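The alternatives chosen only after the values were seen are the column letter as a block, DESeq2, the likelihood ratio test and single columns left out for haploid embryos, the removal of spermatid replicates from overlaps, interactions and the odds ratio, gene lists without single pairs, the count test on captured reads, all transcripts on the log2 scale, and the overlap and score settings for nucleosome calls.

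For 31 results that answer a comparison, 66 values under alternatives set beforehand and 14 under added ones kept their direction and side of the threshold or stayed within the limits set. Of the rest, 90 and 17 moved, 7 and 1 reversed, 1 and 1 were no longer past the threshold and 2 newly passed it. The other results are mostly single genes, but also single gene lists, shares of like sign and counts at an unadjusted p. Of their values, 3673 and 375 held in the same way, 540 were no longer past the threshold, 66 newly passed it, 176 and 31 moved, and 0 reversed. For changed values the cause was not tested.

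Without the replicate block, the calls with Kdm5b were 361 in sperm-derived (1911 with it) and 39 in spermatid-derived embryos (1111), with 84.5% and 87.2% down and 1 shared; with Kdm6b there were 0 calls in sperm-derived embryos (101) in edgeR, and the odds ratio of the paper-named genes with Kdm5b was 0 in both kinds of embryo. Without the block camera no longer passed for organizer (adjusted p = 0.0659) and spermatid genes (0.11) with Kdm5b in sperm-derived embryos or for organizer and developmental transcription factor genes in spermatid-derived embryos (0.0578 for both), and with Kdm6b in spermatid-derived embryos it passed for maternal transcripts (0.0343, against 0.0792). For the other results and lists run both ways the block made no change past the limits set. The sources used here do not say whether the column letters of haploid embryos pair libraries, and deviations of libraries with the same letter correlated at 0.694. With the letter as a block, 1 transcript entered the extended set (0), and camera passed for somatic testis genes (adjusted p = 0.0235, against 0.146). For methylated DNA the replicate block gave 591 calls.

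DESeq2 gave 2108 calls with Kdm5b in spermatid-derived embryos, 208 with Kdm6b in sperm-derived and 1 in spermatid-derived embryos (0), down shares of 64.6% (70.7%) and 68.2% (76.9%), overlaps of 297 (129) and 1 (0), and odds ratios of 2.27 (2.82) with Kdm5b and 4.45 (0) with Kdm6b in sperm-derived embryos. The likelihood ratio test gave 1908, 399 and 13 calls, down shares of 66.4% and 71.0%, an up share of 89.0% (97.0%) and overlaps of 304 and 6. Upper quartile normalization gave down shares of 68.4% and 71.0%.

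Without a filter on low counts, Kdm6b gave 344 calls in sperm-derived and 5 in spermatid-derived embryos, 1 shared, and down shares with Kdm5b of 66.8% and 79.3%; filterByExpr gave 159 calls with Kdm6b in sperm-derived embryos and a down share of 79.5% with Kdm5b in spermatid-derived embryos. Pairs 1 to 4 of the Kdm5b assay in spermatid-derived embryos gave 0 calls in edgeR, 0 shared and 172 in the interaction (1098), and pairs 5 to 7 gave 715 calls, 80.8% of them down. At an unadjusted p in spermatid-derived embryos, 401 and 18 transcripts were shared with Kdm5b and Kdm6b.

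With an estimated correlation, 0 gene lists passed in each of the 5 comparisons, against 7 in haploid embryos, 11 and 7 with Kdm5b and 10 and 4 with Kdm6b.

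Leaving out 1 replicate in turn gave 915 (without replicate 4) to 1625 calls and a down share of 70.3 to 83.5% with Kdm5b in sperm-derived embryos, 394 (without replicate 6) to 2583 (without replicate 1) and 66.6 to 86.6% in spermatid-derived embryos, 2 (without replicate 2) to 127 calls and an up share of 92.1 to 100% with Kdm6b in sperm-derived and 0 to 17 (without replicate 1) calls in spermatid-derived embryos, 0 to 1 calls and an extended set of 0 to 2 in haploid embryos (highest without spermatid replicate A), 0 to 3 (without spermatid replicate 3) in the Kdm6b interaction and 4 (without sperm replicate 1) to 595 calls for methylated DNA, with 70.1 to 74.4% of genes lower in sperm. Without spermatid replicate 1 the Kdm5b interaction had 2449 calls, the overlaps were 230 with Kdm5b and 1 with Kdm6b, and the odds ratio of the paper-named genes was 1.99 (4.22) and no longer past the threshold. Without single libraries of spermatid cells, the correlation with embryos lay between -0.324 and -0.302 (-0.31). Where an arm kept 1 sample, it was assumed to vary like the other group.

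For methylated DNA (449 calls; 73.1% of genes lower in sperm; difference of -0.82 at paper-named genes between medians per library, and -0.39 as the median per transcript), a pseudocount 10 times smaller gave 0 calls in limma, and 10 times larger gave 1335, 69.1% and -0.39. Captured values alone gave 0 calls, 67.4% and -0.28, captured minus input gave 933 calls and 64.2%, and the filter on input gave 73.9%. Median centering gave 1252 calls, 34.8% and -0.22, and quantile normalization 82 calls, 49.1% and -0.22 (393 lower and 56 higher without a scaling, 67 and 1185 after centering, 25 and 57 after quantile normalization); the cause of the reversed share was not tested. The count test gave 3602 calls and 57.7%.

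Over all transcripts, the correlation of methylation with expression was -0.0283 in sperm (0.151 at paper-named genes) and -0.0249 in spermatids (-0.0679). The correlation of spermatid and embryo levels was -0.37 on the log2 scale, and over all transcripts it reversed to 0.0932 and, on the log2 scale, 0.296. Shared nucleosome calls (25.4% of sperm and 21.3% of spermatid calls) were 29.4% and 24.5% with any overlap, 16.3% and 14.0% with 80%, and 49.9% and 39.5% at a score of at least 6, where the ratio of calls was 0.791 (0.833).

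Alternatives that need the 7 pairs of haploid libraries, the paper's misregulated set or the read layout were not run, nor was nucleosome occupancy at TSSs.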

Differences from the paper's values

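No test in this part was chosen only after its result was seen, apart from the settings named as such, and values given with a figure's label were read by eye.

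For haploid embryos, the paper gives 255 differentially expressed genes at an FDR under 0.05 and an extended set of 1116; here both counts were 0 in edgeR (35 transcripts at an unadjusted p under 0.05), with 4 of the libraries. Of the alternatives set before the data were examined, upper quartile normalization, no filter and filterByExpr also gave 0, and DESeq2, the likelihood ratio test and the column letter as a block, chosen after seeing the values, gave 0 differentially expressed genes as well. The paper's correlation of spermatid and embryo expression over all genes is 0.06, and here it was 0.0932 (0.296 on the log2 scale).

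With Kdm5b, the paper's 1392 genes that fell in spermatid-derived embryos stand against 854 here, but the sets of samples are unlike: the paper gives N = 4 experiments, all 7 labeled pairs are used here, and pairs 1 to 4 alone gave 0 in edgeR. This holds for the overlap below too. DESeq2 (1437), the likelihood ratio test (1354) and the fit without replicate 1 (1721) lay within 1.5 times of it, and the other alternatives did not. For genes that rose in sperm-derived embryos, the paper shows about 900 (Fig. 6B), against 560; DESeq2 (906), the likelihood ratio test (925) and no filter (694) came within that limit. For genes that fell in both, it shows about 350 (Fig. 6C), against 129; DESeq2 (297), the likelihood ratio test (304) and an unadjusted p in spermatid-derived embryos (401) came within the limit, and the other alternatives did not.

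With Kdm6b, the paper's 487 genes that rose in sperm-derived embryos stand against 98, and only the likelihood ratio test (355) came within 1.5 times. Its 173 in spermatid-derived embryos stand against 0 in edgeR (203 at an unadjusted p under 0.05; 1 with DESeq2 and 8 with the likelihood ratio test), and no alternative came near. It shows about 71 and about 54 genes that fell (Fig. 6F), against 3 and 0 in edgeR, with 247 lower at an unadjusted p under 0.05 in spermatid-derived embryos and 0 with DESeq2, and about 85 shared (Fig. 6G), against 0, with 1 by DESeq2; no alternative came within the limit. The paper's 402 genes that rose in sperm-derived embryos alone stand against 98, where the likelihood ratio test (349) and no filter (322) came within the limit, and its 88 in spermatid-derived embryos alone stand against 0, which no alternative reached. The FDR threshold of 0.05 is the paper's, and its filter is not given in the sources used here.

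For methylated DNA, the paper shows medians of about 0.53 in sperm and about 0.26 in spermatids (Fig. 4B), against 0.261 and 0.428 here, and its correlation between them of 0.8 stands against 0.936; the linear ratio gave 0.915 and captured values alone 0.943. No alternative came within the limits. With the labels of sperm and spermatids turned, 0.261 would stand against the paper's about 0.26 and 0.428 against its about 0.53 (Fig. 4B). How the values in Fig. 4B were computed is not given in the sources used here. They may not be on the scale of the ratios here, so these medians do not settle the labels.

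The paper states that DNA methylation at TSSs is higher in sperm, while 73.1% of genes were lower in sperm here. After median centering 1185 genes were called higher and 67 lower. Centering moves all genes of a library alike, so these calls do not show which cell type is more methylated. It states that the misregulated genes are enriched among genes affected by Kdm6b. Here 0 of 29 transcripts of the genes it names were called in edgeR in sperm-derived embryos, and 1 of these with DESeq2. Of all transcripts, 1280 were higher at an unadjusted p under 0.05 in edgeR. Only 0.317% of the other transcripts rose in edgeR, so a count of 0 among 29 does not argue against that enrichment.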

Other observations

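The splits below were set before their results were seen, and the comparison by captured level and all splits that part the 7 pairs were chosen only after.

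Other splits of the same libraries were tested in edgeR. With Kdm5b in spermatid-derived embryos 1 of 100 splits drawn, the real one with 1111 calls, gave as many calls, and the highest other gave 0 in edgeR (unadjusted counts and other tools were not run for splits). Among all 64 splits that part all 7 pairs the real one alone gave as many, and the highest other gave 1, so chance alone is argued against. In sperm-derived embryos the real split was 1 of 32 both with Kdm5b (1911 calls, highest other 0 in edgeR) and with Kdm6b (101 calls, highest other 5), but only 8 splits part all 4 pairs, which is too few for a share under 0.05; the others part 2 pairs. With Kdm6b in spermatid-derived embryos the real count is 0 in edgeR, which every one of 32 splits reaches, so the comparison decides nothing about chance; 2 splits that part 2 pairs gave 107, and the real design with the labels of pair 1 alone exchanged gave 75. For the Kdm5b interaction the real split was 1 of 100 drawn from 330 possible (1098 calls, highest other 857). None of the others drawn gave as many, but 1 came near and the rest were not run, so chance is not excluded. Moving whole pairs also cannot tell the paternal chromatin from the assay or its pool. For the Kdm6b interaction the real count of 0 is reached by all 35 of 35 splits (highest other 1), which again decides nothing. For methylated DNA, tested with limma, 1 of 10 splits, the real one with 449 calls, stood above the highest other of 2; 10 splits are too few for a share under 0.05.

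When genes were ranked by captured DNA and parted into 10 groups, the share of genes lower in sperm was 63.3% in the lowest group, 88.6% in group 4 and 53.3% in the highest.

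With Kdm5b in sperm-derived embryos, further lists held called members: Spemann organizer genes (4 rose, 7 fell; *nodal3.2* at 1.67 and *chrd* at -0.67), signals (4 fell; *wnt8a* at -0.69), spermatid and cilium genes (4 fell; *dnai2* at -0.90), Polycomb and Trithorax genes (9 rose, 2 fell; *kdm6a* at 0.75), core histones (4 rose), cell cycle genes (12 rose, 3 fell; *mcm4* at 0.76 and *cdc25c* at -0.84), maternal transcripts (1 rose, 3 fell; *vegt* at -0.64) and developmental transcription factors (21 rose, 16 fell). The adjusted p from camera was 0.0431, 0.0154, 0.0154, 0.00628, 0.00278, 0.286, 0.163 and 0.179 in that order, and 0.235 or more with an estimated correlation. Without replicate 1 the adjusted p from camera was 0.0673 for organizer and 0.0514 for Polycomb and Trithorax genes, without replicate 2 it was 0.208 for organizer genes, and without replicate 3 it was 0.0897, 0.079 and 0.0501 for organizer, signal and spermatid genes. Without the block it was 0.0659 for organizer and 0.11 for spermatid genes. The counts moved too: without replicate 3, 1 organizer transcript rose and 1 fell, 1 signal, 2 spermatid and 1 maternal transcript fell, 2 Polycomb and Trithorax, 2 core histone and 5 cell cycle transcripts rose, and of developmental transcription factors 9 rose and 7 fell.

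With Kdm6b in sperm-derived embryos, 121 of 131 ribosomal protein transcripts were fitted higher by a median of 0.12 (camera adjusted p = 8.62e-09; adjusted p = 0.649 with an estimated correlation), with 0 called in edgeR, over all genes or over the list alone, while 7 of 29 maternal transcripts were fitted higher (adjusted p = 0.00159; adjusted p = 0.649 with an estimated correlation). Endoderm (17 of 24; adjusted p = 0.00263), neural plate (25 of 35; adjusted p = 0.00147), organizer (21 of 27; adjusted p = 0.0185) and somatic testis transcripts (10 of 12; adjusted p = 0.0164) were mostly fitted higher, with an adjusted p of 0.554, 0.649, 0.726 and 0.554 from camera with an estimated correlation. Without replicate 1, whose labels disagree, the adjusted p from camera was 0.0696 for endoderm, 0.0696 for neural plate and 0.6 for organizer genes. It was 0.0962 for maternal and 0.153 for somatic testis genes without replicate 2, and 0.0924 for organizer and 0.111 for somatic testis genes without replicate 3. For ribosomal protein genes the median was 0.06 without replicate 1.

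With Kdm6b in spermatid-derived embryos, neural plate genes (26 of 35; camera adjusted p = 0.000366) and developmental transcription factors (108 of 173; adjusted p = 0.000912) were mostly fitted higher, and ribosomal protein genes were fitted higher in 22 of 131 (adjusted p = 0.00252); with an estimated correlation the adjusted p from camera was 0.642, 0.642 and 0.901. For ribosomal protein genes camera gave an adjusted p of 0.823, 0.0631 and 0.156 without replicates 1, 2 and 3. For neural plate genes the adjusted p from camera was 0.16 without replicate 3, and for developmental transcription factors it was 0.0573 and 0.156 without replicates 2 and 3. With Kdm5b in spermatid-derived embryos, organizer genes were fitted higher in 8 of 28 transcripts (camera adjusted p = 0.0385; adjusted p = 0.742 with an estimated correlation). Without replicates 1, 2, 3, 6 and 7 in turn the adjusted p from camera was 0.106, 0.0899, 0.0579, 0.101 and 0.0724, and without the block it was 0.0578.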
